# Comparative Analysis of Muscle Transcriptome between Pig Genotypes Identifies Genes and Regulatory Mechanisms Associated to Growth, Fatness and Metabolism

**DOI:** 10.1371/journal.pone.0145162

**Published:** 2015-12-22

**Authors:** Miriam Ayuso, Almudena Fernández, Yolanda Núñez, Rita Benítez, Beatriz Isabel, Carmen Barragán, Ana Isabel Fernández, Ana Isabel Rey, Juan F. Medrano, Ángela Cánovas, Antonio González-Bulnes, Clemente López-Bote, Cristina Ovilo

## Abstract

Iberian ham production includes both purebred (IB) and Duroc-crossbred (IBxDU) Iberian pigs, which show important differences in meat quality and production traits, such as muscle growth and fatness. This experiment was conducted to investigate gene expression differences, transcriptional regulation and genetic polymorphisms that could be associated with the observed phenotypic differences between IB and IBxDU pigs. Nine IB and 10 IBxDU pigs were slaughtered at birth. Morphometric measures and blood samples were obtained and samples from *Biceps femoris* muscle were employed for compositional and transcriptome analysis by RNA-Seq technology. Phenotypic differences were evident at this early age, including greater body size and weight in IBxDU and greater *Biceps femoris* intramuscular fat and plasma cholesterol content in IB newborns. We detected 149 differentially expressed genes between IB and IBxDU neonates (*p* < 0.01 and Fold-Change > 1. 5). Several were related to adipose and muscle tissues development (*DLK1*, *FGF21* or *UBC*). The functional interpretation of the transcriptomic differences revealed enrichment of functions and pathways related to lipid metabolism in IB and to cellular and muscle growth in IBxDU pigs. Protein catabolism, cholesterol biosynthesis and immune system were functions enriched in both genotypes. We identified transcription factors potentially affecting the observed gene expression differences. Some of them have known functions on adipogenesis (*CEBPA*, *EGRs*), lipid metabolism (*PPARGC1B*) and myogenesis (*FOXOs*, *MEF2D*, *MYOD1*), which suggest a key role in the meat quality differences existing between IB and IBxDU hams. We also identified several polymorphisms showing differential segregation between IB and IBxDU pigs. Among them, non-synonymous variants were detected in several transcription factors as *PPARGC1B* and *TRIM63* genes, which could be associated to altered gene function. Taken together, these results provide information about candidate genes, metabolic pathways and genetic polymorphisms potentially involved in phenotypic differences between IB and IBxDU pigs associated to meat quality and production traits.

## Introduction

The pig is the main species for meat consumption worldwide, 43% of total produced meat comes from pigs. Most production comes from the modern European pig breeds, which have been extensively selected and show optimized productivity and efficiency [1]. In the Mediterranean basin, there is also a significant production of unique high-quality traditional pork products from local breeds. The Mediterranean breeds, also known as fatty-pig breeds, have an ancient origin, and have been reared in extensive conditions for centuries, exposed therefore to harsh environments and seasonal variations in food availability (associated with the development of a thrifty genotype [2]). These breeds are smaller in size, have not undergone intense genetic selection and are less productive than modern breeds. As a consequence of the industrialization of pork production, three-quarters of the traditional breeds are extinct or marginalized [3]. The exception is the Iberian pig, the most representative Mediterranean traditional breed, which has an important commercial value based on high quality dry-cured products in terms of consumers’ health and acceptance [4].

Peculiarities in Iberian pig metabolism drive its valued meat properties; Iberian pigs are characterized by higher fat deposition, fat desaturation and food intake [5, 6], as well as by higher circulating leptin levels in plasma [7] than lean pigs, suggesting a syndrome of leptin resistance. Moreover, the Iberian pig is also considered an amenable and robust biomedical model for obesity and associated cardiometabolic diseases since, when provided high levels of food, the animals are prone to the development of dyslipidemias, metabolic syndrome and type-2 diabetes [8]. On the other hand, as observed in other traditional breeds, productive performance is considerably lower than that of highly selected modern breeds. To improve reproductive and growth performances and primal cuts yield, in the last decades Duroc breed was introduced as terminal sire cross. Recently, Spanish law has accepted and regulated the use of Iberian X Duroc pigs to obtain “Iberian” products.

However, the introduction of Duroc genetics is associated with a decrease in meat quality, mainly determined by a decrease in intramuscular fat (IMF) and monounsaturated fatty acids (MUFA) contents [9]. Intramuscular fat content and fatty acid composition are the main factors affecting meat quality and are highly dependent on genetic type and diet [10]. Intramuscular fat content is determined both by number and size of adipocytes within muscle fibers. During prenatal development and immediately after birth, preadipocyte differentiation is a very active process that slow down with animal growth [11]. Later in growth adipocyte hypertrophy is the most important issue affecting IMF content, although hyperplasia is maintained in the adult animal to a lesser extent [12]. Thus, birth is a critical time-point to investigate the adipocyte differentiation process. On the other hand, IMF composition and fatty acids profile depend on lipogenesis and fatty acids metabolism. It has been reported that breed affects adipogenesis, lipogenesis and their timing, as well as the expression patterns of adipocyte differentiation-related genes [13]. In this sense, Iberian pig is considered a more precocious breed than Duroc pig [14].

Due to the influence of the genetic background on productive and meat quality traits, research in the past few decades has been focused on understanding the genetic basis of cell growth and development, myogenesis and metabolism [15]. Recently, new interest has arisen towards the understanding of genetic mechanisms underlying lipid synthesis and accumulation, due to its importance in meat quality [13]. Different approaches such as candidate gene expression studies or cDNA microarray analysis have been used to investigate genetic aspects of target parameters. Some studies based on the microarray technology investigated transcriptome differences among Iberian pig and Large White or Duroc pig in endocrine tissues [16] and between Iberian and Iberian X Duroc crossbred pigs in *Longissimus dorsi* muscle [14].

Currently, the availability of the RNA-Seq technology has allowed the assessment of global changes in transcriptome of a number of species including pigs [15], because of its greater accuracy and reproducibility than microarray technology [17, 18]. RNA-Seq allows measuring not only gene expression, but also examining genome structure identifying SNP and other structural variation such as indel and splice variants. Some applications of this technology include transcript quantification, allele-specific expression, novel transcript discovery or single nucleotide polymorphism (SNP) discovery [19]. In pigs, several RNA-Seq studies have been carried out for assessing differences in the transcriptome of muscle, fat, liver or hypothalamus among breeds or phenotypically extreme individuals within a breed for characters of interest [15, 20, 21]. The RNA-Seq technology is still scarcely applied to the Iberian breed, with studies comprehending the assessment of phenotypically extreme individuals for fatty acids composition [22] or the exploration of gonad transcriptome in Iberian and Large White pigs [23]. However, to the best of our knowledge, there are not RNA-Seq technology-based studies focused on genetic differences between Iberian and other breeds aimed at improving meat quality and productive traits.

Meat quality in Iberian pigs is of special interest for carcass cuts used in the dry curing industry such as the loin and the ham. A previous study assessed transcriptomic differences between pure Iberian and Duroc-crossbred Iberian pigs using microarray technology in the loin [14], but no information on ham muscles transcriptome exists. It is well known that different muscles differ in developmental timing, metabolic and physicochemical properties, including different responses to exercise [24]. *Biceps femoris* (BF) muscle is the biggest muscle in the ham and shows higher oxidative capacity, and lower drip loss than *Longissimus dorsi* muscle [25, 26]. Moreover, important differences exist regarding the IMF content of both muscles. Karlsson et al. (1993) reported higher IMF content in LD muscle in Yorkshire pig breed, whilst the opposite was reported for Iberian pigs, where BF showed remarkably greater IMF content than several others carcass muscles [27]. Also, transcriptomic and proteomic comparisons between muscles showed important functional differences, with 15–30% of proteome differing between LD and BF [24, 28].On the other hand, transcriptomic studies performed sequentially along early development suggest the perinatal as a critical period to study genes affecting muscle and adipose cells growth and muscle fiber differentiation [20, 29], in agreement with the tissue differentiation timing commented previously. Moreover, environmental effects are minimized at this time point.

Hence, in agreement with previous considerations, the present study was carried out to study the BF muscle of newborn piglets in IB and in the IBxDU cross, aiming to: 1) Verify whether phenotypic differences are evident from the very early developmental stages (newborns) in these closely related populations; 2)Evaluate changes in gene expression *in BF* muscle that may be responsible for the observed phenotypic differences and identify pathways and networks in which those genes are involved; 3) Identify transcription factors affecting gene expression in order to establish potential new candidate genes affecting productive parameters and meat quality; 4) Identify structural variants in these candidate genes, potentially involved in the observed expression differences.

These results are useful for the understanding of genetic pathways affecting pork production and may be also of translational value for the understanding of ethnic differences in obesity and associated disorders in lipid metabolism in human medicine.

## Materials and Methods

### Ethics statement

Animal manipulations were done in compliance with the regulations of the Spanish Policy for Animal Protection RD1201/05, which meets the European Union Directive 86/609 about the protection of animals used in research. The experiment was specifically assessed and approved (report CEEA 2010/003) by the INIA Committee of Ethics in Animal Research, which is the named Institutional Animal Care and Use Committee (IACUC) for the INIA.

### Animals and sample collection

Ten pure Iberian sows raised in the same commercial farm were employed at their third gestation cycle. All females were managed in the same conditions. Five sows were mated to Iberian boars and five to Duroc boars. At birth, nine pure Iberian (IB) and 10 Iberian x Duroc (IBxDU) male piglets were randomly selected from the ten litters (two from each litter excepting one litter providing just one Iberian male). Blood samples were collected from newborns in sterile heparin blood vacuum tubes (Vacutainer Systems Europe, Meylan, France). Immediately after recovery, the blood was centrifuged at 1500g for 15 min and the plasma was separated and stored into polypropylene vials at −20°C until assayed for determination of glucose and lipids metabolism-indicating parameters. After blood collection, piglets were slaughtered. Several body development measures were obtained with a measure-tape: total body length (from the rostral edge of the snout to the tail insertion), ham length (from the anterior edge of the *Symphysis pubica* to the *articulatio tarsi)*, total length of anterior and posterior limbs (from the distal edge of the hooves to the proximal edge of the *scapula* or *Symphysis pubica*, respectively) and thoracic, abdominal and ham circumferences. Carcasses were weighted and samples from BF muscle were vacuum-packed in low-oxygen permeable film and kept frozen at –20°C until fatty acid composition analysis. Prior to fatty acid analysis, muscle samples were freeze dried for two days in a lyophilizer (Lyoquest, Telstar, Tarrasa, Spain) and grounded in a Mixer Mill MM400 (Retsch technology, Haan, Germany) until muscle was completely powdered. For transcriptomic analysis, BF samples were immediately frozen in liquid nitrogen and maintained at –80°C until RNA extraction.

The metabolic status of the newborn piglets was evaluated. Glucose, fructosamine, triglycerides, total cholesterol, high-density lipoprotein cholesterol (HDL-c) and low-density lipoprotein cholesterol (LDL-c) plasmatic levels were measured with a clinical chemistry analyzer (Saturno 300 plus, Crony Instruments s. r. l., Rome, Italy).

### Tissue composition analysis

*Biceps femoris* muscle IMF content was quantified using the method proposed by Segura and López-Bote [30] based on gravimetrical determination of lipid content. Fatty acid methyl esters (FAMEs) were identified by gas chromatography as described by López-Bote *et al* [31] using a Hewlett Packard HP-6890 (Avondale, PA, USA) gas chromatograph equipped with a flame ionization detector and a capillary column (HP-Innowax, 30 m × 0.32 mm i.d. and 0.25 μm polyethylene glycol-film thickness). Results were expressed as grams per 100 grams of detected FAMEs.

### Transcriptomic analysis

#### RNA extraction

A total of 12 animals were randomly selected to perform transcriptomic analysis, representing all available litters (6 animals of each genetic type). Total RNA was extracted from 50–100mg samples of *BF* muscle using the RiboPure TM of High Quality total RNA kit (Ambion, Austin, TX, USA) following the manufacturer’s recommendations. RNA was quantified using a NanoDrop-100 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). The quality of the RNA was evaluated using the RNA Integrity Number (RIN) value from the Agilent 2100 Bioanalyzer device (Agilent technologies, Santa Clara, CA, USA). The RIN values ranged from 7.5 to 9.8.

#### Library construction and RNA sequencing

Sequencing libraries were made using the mRNA-Seq sample preparation kit (Illumina Inc., Cat. # RS-100-0801) according to manufacturer’s protocol. Each library was sequenced using TruSeq SBS Kit v3-HS, in paired end mode with the read length 2x76bp on a HiSeq2000 sequence analyzer (Illumina, Inc). Images from the instrument were processed using the manufacturer’s software to generate FASTQ sequence files.

#### Mapping and assembly

Sequence reads were analyzed using CLC Bio Genomic workbench software 7.0 (CLC Bio, Aarhus, Denmark). Quality control analysis was performed using the NGS quality control tool, which assesses sequence quality indicators based on the FastQC-project (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Quality was measured taking into account sequence-read lengths and base-coverage, nucleotide contributions and base ambiguities, quality scores as emitted by the base caller and over-represented sequences [32]. All the samples analyzed passed all the QC parameters having the same length (76 bp), 100% coverage in all bases, 25% of A, T, G and C nucleotide contributions, 50% GC on base content and less than 0.1% over-represented sequences. A hierarchical clustering of the samples was also performed. One IBxDU pig was discarded for further analysis because the sample deviated largely from the expected grouping in the clustering analysis, probably due to RNA sampling or processing problems. Sequence paired-end reads (76bp) were assembled against the annotated Sscrofa10.2 reference genome (http://www.ncbi.nlm.nih.gov/genome/?term=sus+scrofa) using the genome, annotated genes and mRNA tracks. Data was normalized by calculating the ‘fragments per kilo base per million mapped reads’ (FPKM) for each gene [33].

#### Differential expression analysis

The statistical analysis was performed using the total exon reads as expression values by the Empirical analysis of differential gene expression tool. This tool is based on the EdgeR Bioconductor package [34] and uses count data (i.e. total exon reads) for the statistical analysis. Genes were filtered according to two criteria: a minimum mean group expression greater than 0.5 FPKM in at least one group and a Fold-Change (FC) of the expression differences between IB and IBxDU groups equal or higher to 1.5. Finally, those genes with a *p* ≤ 0.01, corresponding to a false discovery rate (FDR) value ≤ 0.23, were considered as differentially expressed (DE).

#### Systems biology study

The biological interpretation of the DE genes observed in BF muscle was performed using three complementary approaches, in order to identify enriched GO terms, pathways and networks involving the DE genes, and potential regulators causing the observed changes in gene expression.

The enrichment analysis was carried out using the Wilcoxon test tool in the ConsensusPathDB database [35], available at the Max Plank Institute website, which provides batch enrichment analyses to highlight the most relevant GO terms associated to a gene list. Both, the list of genes overexpressed in IB and IBxDU were used. Functional terms with *p-*values lower than 0.05 were considered enriched in the annotation categories. The *p-*values are corrected for multiple testing using the FDR method and are presented as *q*-values.

Additionally, Ingenuity Pathway Analysis, (IPA)(Ingenuity Systems, Qiagen, California)software was employed to identify and characterize biological functions, gene networks and canonical pathways affected by the DE genes.

Regulatory transcription factors (TRF), which could potentially affect the DE genes in the dataset were also studied by following complementary approaches. First, Regulatory Impact Factors (RIF1 and RIF2) metrics [36, 37] were calculated for the whole set of DE genes obtained conditional on genetic type (149 genes). RIF1 assigns an extreme score to those TRF that are consistently most differentially co-expressed with the highly abundant and highly DE genes; RIF2 assigns an extreme score to those TRF with the most altered ability to act as predictors of the abundance of DE genes. Candidate TRFs in pigs were obtained from Animal TFDB (http://www.bioguo.org/AnimalTFDB/BrowseAllTF.php?spe=Susscrofa). A total of 1038 TRF were retrieved. Among them, 723 showed expression values greater than 0.5 FPKM in at least one experimental group and thus, were used in the RIFs metrics approach.

The RIF1 and RIF2 values were computed for the *i* ^th^ TRF as follows:

$${RIF1}_{i}=\frac{1}{n_{de}}\sum_{j=1}^{j=n_{de}}\;{\hat{a}}_{j}x{\hat{d}}_{j}{\left({r1}_{ij}-{r2}_{ij}\right)}^{2}\;\text{and}$$

$${RIF2}_{i}=\frac{1}{n_{de}}\sum_{j=1}^{j=n_{de}}[{({{e1}_{j}{rx1}_{ij})}^{2}-\left({e2}_{j}x{r2}_{ij}\right)}^{2}]$$

where *n*_*de*_ is the number of DE genes, *a*_j_ and *d*_*j*_ the estimated average expression and differential expression of the *j* ^*th*^ DE gene, *r1*_*ij*_ and *r2*_*ij*_ the co-expression correlation between the *i* ^*th*^ TRF and the *j* ^*th*^ DE gene in each one of the genetic types and being*e1*_*j*_ and *e2*_*j*_ the expression of the *j* ^*th*^ gene in each genetic type [38]. Both RIF measures for each analyzed TRF were transformed to standardized *z*-scores by subtracting the mean and dividing by its standard deviation. We identified relevant TRF as those with extreme RIF z-scores according to the corresponding confidence intervals (CI) calculated by bootstrap. In each iteration of bootstrapping, a set of n_de_ = 149 genes were randomly selected from the 11392 expressed genes, and the RIF1 and RIF2 z-scores of the 723 TRF were calculated. The procedure was repeated 10,000 times for each scenario to obtain the corresponding 95 and 99% CI intervals of both z-scores. Complementarily, IPA software was employed to identify and characterize potential regulators using two different tools, the *upstream regulators* and the *regulators* tools. Both of them identify known regulators that may be affecting expression of the dataset of DE genes. IPA-identified regulators include genes, but also other molecules as drugs. Thus, out of the identified regulators, only genes that were also included in the RIFs metrics candidate TRF list (which consisted of 723 TRF) were considered (genes included in the animal TFDB and with expression values higher than 0.5 FPKM in at least one experimental group). Using the information obtained from the TRF study, an additional search for enriched pathways and networks was carried out with IPA software considering both, DE genes and TRF.

#### Structural variants analysis

A search of structural variants was performed by pooling the reads coming from all animals in each genetic type, and comparing the variants found in each group. The probabilistic variants detection tool (CLC Bio Genomic workbench) was used to perform the variant calling analysis. Single-end read alignments were not ignored. The minimum coverage in a locus to be considered was set up as 10 and the variant probability as 90. The variant probability parameter defines how good the evidence has to be at a particular site for the tool to report a variant at that location. Specifically, the variant probability threshold set as 90 means that any candidate variation in the genome must have a probability lower than 0.1 (1–0.9) of being the same as the reference sequence, to be considered as a variant. Variants with an allele frequency under 5% and/or coverage under 30 reads for the general variant analysis and under 10 reads in the candidate genes variant analysis were not considered. Variants were considered to be potentially fixed (frequency greater or equal to 90%) or segregating (frequency lower than 90%).

The variants identified in genes corresponding to transcription factors (i.e. *EGR2*, *FOS*, *FOXO1*, *FOXO3*, *IRF1*, *STAT5B*, *HOXA9*, *ATF4*, *TP53*, *NOR-1*, *ABRA*, *ATF3* and *PPARGC1B*) were functionally evaluated using the variant effect predictor (VEP) tool from Ensembl (www.ensembl.org/info/docs/tools/vep/) which includes information about amino acid change localization and consequences, affected transcripts, and SIFT [39] and PolyPhen [40] scores.

### Results validation by RT qPCR

RNA obtained from the 11 animals under study was employed to perform the technical validation of the differential expression of some genes that were either upregulated in IB, upregulated in IBxDU or not DE between genetic types. This technical validation was performed by studying the Pearson correlation between the expression values obtained from RNA-Seq data (FPKM) and the normalized gene expression data obtained by RT qPCR. Moreover, RNA obtained from all the available animals (9 IB and 10 IBxDU) was used to quantify expression differences of such genes.

First-strand cDNA synthesis was carried out with Superscript II (Invitrogen, Life Technologies, Paisley, UK) and random hexamers in a total volume of 20 μl containing 1 μg of total RNA and following the supplier’s instructions.

The expression of 9 genes was quantified by qPCR. Primer pairs used for quantification were designed using Primer Select software (DNASTAR, Wisconsin, USA) from the available GENBANK and/or ENSEMBL sequences, covering different exons in order to assure the amplification of the cDNA. Sequence of primers and amplicon lengths are indicated in S1 Table. Standard PCRs on cDNA were carried out to verify amplicon sizes. Quantification was performed using SYBR Green mix (Roche, Basel, Switzerland) in a LightCycler480 (Roche, Basel, Switzerland), following standard procedures Data were analyzed with LightCycler480 SW1.5 software (Roche, Basel, Switzerland). All samples were run in triplicate and dissociation curves were carried out for each individual replicate. Single peaks in the dissociation curves confirmed the specific amplification of the genes. For each gene, PCR efficiency was estimated by standard curve calculation using four points of cDNA serial dilutions. Mean Cp values were employed for the statistical analyses of differential expression. Stability of four endogenous genes (i. e. *GAPDH*, *B2M*, *TBP* and *ACTB)* was calculated using Genorm software [41] The *TBP* and *ACTB* genes were selected as the most stable endogenous genes to normalize the data. The qPCR expression data normalization was performed using normalization factors calculated with Genorm software. Relative quantities were divided by the normalization factors, which were the geometric means of the two reference genes quantities.

### Statistical analyses of tissue composition and qPCR expression quantification

Phenotypic data were analyzed as a completely randomized design using the general linear model (GLM) procedure using SAS version 9.2 (SAS Inst. Inc., Cary, NC; 2009). The mean and genetic type were considered as systematic effects, and residual effects as random. Carcass weight was used as covariate when it was significant and removed from the model when it was insignificant. The animal was the experimental unit for all analysis. The results were considered to be significant at *p-*value<0.05.

Statistical analysis of gene expression data was carried out following the method proposed by Steibel *et al* [42] which consists of the analysis of cycles to threshold values (Cp), for the target and endogenous genes using a linear mixed model. The following model was used for analyzing the joint expression of the target and control genes in different tissues:

$$y_{gikr}={TG}_{gi}+B_{gk}+D_{ik}+e_{gikr}$$

where, $y_{gijkr}\;=-{log}_{2}\left(E_{g}^{{-Cp}_{gijkr}}\right)$, *E*_*g*_ is the efficiency of the PCR of *g*th gene, *Cp*_*gikr*_ is the value obtained from the thermocycler software for the *g*th gene from the *r*th replicate in a sample collected from the *k*th animal of the *i*th genetic type, *TG*_*gi*_ is the specific effect of the *i*th genetic type on the expression of gene *g*th, *B*_*gjk*_ is specific random effect of the *k*th pig on the expression of gene *g*th, *D*_*ijk*_ is a random sample-specific effect common to all the genes, and *e*_*gikr*_ is a residual effect.

To test differences in the expression rate of genes of interest (*diff*_*TG*_) between classes normalized by the endogenous genes, different contrasts were performed between the respective estimates of *TG* levels. Significance of *diff*_*TG*_ estimates was determined with the *t* statistic. To obtain FC values from the estimated *diff*_*TG*_ values, the following equation was applied: $FC\;=\;2^{{-diff}_{TG}}$

*P-*values<0.05 were considered statistically significant.

To validate the global RNA-Seq results, the concordance correlation coefficient (CCC) [43] was calculated between the FC values estimated in BF muscle from RNA-Seq and qPCR expression measures for the 9 genes analyzed by the two technologies (RNA-Seq and qPCR).

## Results and Discussion

### Phenotypic differences between genetic types

The results obtained in the present study constitute the first assessment of phenotypic differences between IB and IBxDU piglets at birth. There are several studies evaluating phenotypic differences between both genotypes at weaning or adulthood [9, 14, 44–46]. Pure Iberian and crossbred piglets were slaughtered at birth at an average of 1.2 and 1.8 kg live weight, respectively (SEM = 0.06). Genetic type affected all the carcass phenotypic parameters: IBxDU neonates were bigger and heavier (*p* < 0.001) than IB newborns (Table 1), reflecting previously reported differences in the same traits in adult animals [45, 46]. Birth is an interesting sampling time to study differences in metabolism and growth, in which environmental influences are minimized, but maternal effects may have to be considered. Unfortunately no information regarding the employed sows’ phenotype was available, but all of them originated from the same commercial Iberian population and were checked for breed purity by genotyping several markers usually employed for breed origin authentication, showing homocygosity for Iberian alleles. Moreover age and productive cycle were also homogeneous among them as indicated in the methods section, and thus, we don’t expect that potential sow effects may interfere with the observed between-genotype differences regarding piglet’s phenotype or transcriptome.

**Table 1:** Carcass, *Biceps Femoris* and metabolism phenotypic characteristics in IB and IBxDU piglets.

	Genetic type		SEM^3^	*p-*value
	IBxDU^1^	IB^2^		
Carcass characteristics				
Carcass weight, kg	1.41	0.96	0.05	0.0005
Ham weight, kg	0.16	0.11	0.00	0.0008
Total body lenght, cm	40.20	35.50	0.31	0.0004
Ham lenght, cm	7.45	6.33	0.12	0.0009
Forelimb lenght, cm	12.35	10.83	0.12	0.0042
Hind limb lenght, cm	15.95	13.83	0.12	0.0016
Torax circumference, cm	25.15	22.06	0.14	0.0010
Abdomen circumference, cm	18.90	17.28	0.19	0.0486
Ham circumference, cm	12.55	10.89	0.15	0.0020
Lipid and glucose metabolism-related plasma indicators				
Cholesterol, mg/dl	62.19	102.36	5.60	0.0030
Fructosamine, mg/dl	169.70	133.67	10.37	0.1009
Glucose, mg/dl	132.40	123.44	10.80	0.6839
LDL^4^, mg/dl	42.16	45.82	4.40	0.4496
HDL^5^, mg/dl	22.38	41.20	4.25	0.0176
Triglycerides, mg/dl	30.00	76.67	5.11	0.0003
*Biceps femoris* muscle fatty acids composition (g/100 g total fatty acids)				
IMF^6^, %	1.72	2.21	0.09	0.0142
C12:0	0.65	0.58	0.03	0.2321
C14:0	2.57	2.32	0.12	0.3189
C15:1	1.28	1.18	0.06	0.3762
C16:0	25.90	25.44	0.19	0.2379
C16:1 n-9	1.90	2.09	0.05	0.3854
C16:1 n-7	5.38	4.57	0.21	0.0773
C17:0	1.69	1.44	0.07	0.0814
C17:1	0.91	0.81	0.06	0.3858
C18:0	10.85	9.96	0.25	0.1014
C18:1 n-9	23.80	25.82	0.56	0.0921
C18:1 n-7	6.15	5.69	0.18	0.2163
C18:2 n-6	7.31	9.17	0.60	0.1395
C20:1 n-9	0.53	0.53	0.01	0.9701
C20:2 n-6	0.41	0.40	0.03	0.8331
C20:3 n-6	0.62	0.55	0.02	0.0293
C20:4 n-6	6.31	5.99	0.20	0.4264
C22:1 n-9	1.21	1.08	0.05	0.1956
C22:4 n-6	1.58	1.27	0.09	0.0925
C22:5 n-3	0.48	0.50	0.02	0.5405
C22:6 n-3	0.67	0.62	0.02	0.1959
∑SFA^7^	41.66	39.74	0.42	0.0350
∑MUFA^8^	41.01	41.77	0.40	0.3530
∑PUFA^9^	17.34	18.49	0.50	0.2639
UI^10^	96.20	97.79	0.90	0.3904
∑n-3^11^	1.77	1.67	0.04	0.1940
∑n-6^12^	15.56	16.82	0.48	0.2089
∑n-6/∑n-3	8.78	10.17	0.30	0.0319
∑MUFA/∑SFA	0.99	1.05	0.02	0.0659

^1^ IBxDU = Iberian x Duroc crossbred pigs (n = 10)

^2^ IB = Purebred Iberian pigs (n = 9)

^3^SEM = Standard error of the mean

^4^LDL = Low density lipoproteins

^5^HDL = High density lipoproteins

^6^IMF = Intramuscular fat

^7^ΣSFA = Sum of saturated fatty acids

^8^ΣMUFA = Sum of monounsaturated fatty acids

^9^ΣPUFA = Sum of polyunsaturated fatty acids

^10^UI = Unsaturation index = 1 × (% monoenoics) +2 × (% dienoics) +3 × (% trienoics) +4 × (% tetraenoics) +5 × (% pentaenoics) +6 × (% hexaenoics) [126]

^11^Σn3 = Sum of n-3 fatty acids

^12^Σn6 = Sum of n-6 fatty acids

The assessment of differences in glucose and lipids metabolism (Table 1) showed that purebred IB piglets have greater plasma levels of total and HDL cholesterol, and triglyceride than IBxDU neonates. These differences at birth are concordant with the similar differences previously found between purebred Iberian and lean crossbred (Large White x Landrace x Pietrain) fetuses [47]. Cholesterol is of vital importance for the offspring as a key constituent of cell membranes and the precursor of hormones and metabolic regulators [48, 49]. Placental and fetal tissues have the capacity for *de novo* cholesterol synthesis [50] but the high demand from the fetuses makes the transport of maternal cholesterol through the placenta necessary [51, 52]. Triglycerides are also indispensable as a major source of energy for the developing fetus and are also transferred from maternal circulation [53, 54]. Previous studies have found that adequate availability of cholesterol and triglycerides is even more critical in fatty-pigs breeds [55], which have higher values of plasma lipids indexes than lean breeds [47].

These results reinforce that genetic differences between fatty-pigs and lean breeds are established from prenatal stages and, together with previous results, may also give evidence of a genetic predisposition for lipid metabolism alterations in the Iberian breed. The same findings regarding plasma cholesterol and triglycerides levels have been reported in humans with familial combined hyperlipidemia, the most common genetic form of hyperlipidemia in human [56, 57] and in the Rapacz familial hypercholesterolaemic swine model.

Regarding the IMF content and composition in BF (Table 1), IB showed almost 30% higher IMF content than IBxDU piglets (*p* = 0.014). The genetic type affected IMF composition as well, IB pigs showing greater ∑n-6/∑n-3 ratio (*p* = 0.031) (mainly due to greater proportion of C18:2 n-6), and lower ∑SFA (saturated fatty acids) content (*p* = 0.035). Also, a trend for a higher oleic acid content was observed in IB pigs (*p* = 0.092). As reported in previous studies, crossing with Duroc sires decreased IMF concentration, in agreement with differences observed in adult pigs [9, 14].

The differences observed between IB and IBxDU in parameters such as body size and weight, lipid metabolism-related indicators or IMF were surprising taking in account the early stage of development. This highlights the importance of improving the knowledge on molecular aspects responsible for such phenotypic differences at very early ages with the dual purpose of improving production in local breeds with distinctive products and providing adequate models for human diseases.

### Identification of differentially expressed genes by RNA-Seq analysis

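The data behind the transcriptome comparison are 1 value per gene and animal for the Biceps femoris, a large muscle of the ham, of newborn piglets. The table held 6 purebred Iberian animals (IB) and 5 Iberian x Duroc animals (IBxDU), and 1 further IBxDU animal was not analysed here. The authors mapped paired reads to the annotated Sscrofa10.2 genome and counted them per gene in CLC Bio Genomic Workbench. Their values are RPKM, reads scaled by exon length and by mapped reads, which the paper calls FPKM. In 16897 of the 16953 genes above 0, all values were whole multiples of the value of 1 read, to within 0.02 reads. This gave 8852956 to 15287108 exon reads per IB animal (median 11382157.5) and 9403873 to 15327763 per IBxDU animal (median 10810887). The 56 genes without whole reads are left out of these sums, which understate the exon reads. All 56 were among the tested genes. The search for whole reads ended at an upper limit, beyond which abundant genes could not be recovered. The 10 most abundant genes held 31.32% (IB-431) to 38.62% (IB-345) of an animal's summed RPKM. The sums may therefore lack a large share of the exon reads. The read number per sample that the paper gives counts all sequence reads, whereas the values here rest on reads assigned to exons. From the table, log2(RPKM + 0.1) was compared between the genetic types with limma-trend, with the genetic type as the only effect, over the 11875 genes with a group mean above 0.5 RPKM in at least 1 group. Log2 fold changes are IBxDU minus IB on this scale, which understates the change of genes with low values, and p-values were adjusted by the Benjamini-Hochberg method. The median log2 fold change of all tested genes was 0.13, and it was 0.02 after an upper quartile scaling and 0.01 after a median-of-ratios scaling. Counts of genes by direction are given with the RPKM values first and then, where they change, with these 2 scalings in that order. Animals counted above or below the IB mean, and genes counted by the group with the higher mean, are compared by the mean of log2(RPKM + 0.1), which can differ in direction from the mean RPKM. Gene lists were tested against all other genes with camera at a preset inter-gene correlation. Of 38 lists, written before the data were examined, 14 passed, of which 4 were higher in IBxDU and 10 higher in IB, and 0 passed when the correlation was estimated or with fry. The study had named the genes of 3 lists from these animals, and of the other 35 lists 12 passed, 4 higher in IBxDU and 8 higher in IB. Several of these 12 also hold genes that the study had called in these animals, so they are not fully independent of its results. Among such genes are TRIM63 and FBXO32 in muscle atrophy, ATF3 and FOS in the immediate early list and HSPH1 and DNAJA1 in heat shock. In the epithelium list, CLDN7 and KRT10 are such genes. By the mean standardised log2 value of its members per animal, 4 of the 38 lists (2 of them named by the study) were at an exact two-sided permutation p under 0.05 and 0 after adjustment over the lists (lowest adjusted p = 0.274).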

An average of approximately 79 million sequence reads was obtained for each individual sample; these were assembled and mapped to the annotated Sscrofa10.2 genome assembly (22,861 genes). In all samples, 67–77% of the reads were categorized as mapped reads to the porcine reference sequence.

The FPKM values were used to establish the total number of genes expressed in muscle transcriptome (>0.5 FPKM). Approximately 50% of total porcine annotated genes in the Sscrofa10.2 genome assembly were expressed in the studied samples (an average of 11,392 genes out of 22,861 annotated genes).

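On average 11397.5 ± 397.3 genes were above 0.5 RPKM in an animal (SD, n = 11), which is 49.86% of the 22861 genes. The number was 11321.8 ± 330.3 in IB (n = 6) and 11488.4 ± 489.1 in IBxDU (n = 5), a difference within the spread between animals, and it ran from 10819 in IB-503 to 12025 in IBxDU-402. By group means 11875 genes were above 0.5 RPKM in at least 1 group, 139 of them in IB alone and 380 in IBxDU alone, and 5908 genes were at 0 in all animals. The muscle fibres showed in their sarcomere genes. TNNI1, the troponin I of slow fibres, was 688 ± 329 RPKM in IB and 469 ± 219 RPKM in IBxDU (SD, n = 6 and 5), with IB-330 at 113 RPKM. All 5 tested genes of the slow fibre list had a higher mean in IB (2 without IBxDU-402), but the list did not pass (camera adjusted p = 0.0866) and 0 members were at an unadjusted p under 0.05 in limma. MYBPC2, a myosin binding protein of fast fibres, was 313 ± 294 RPKM in IB and 513 ± 262 RPKM in IBxDU (SD, n = 6 and 5). Of 7 genes of the fast fibre list 5 were higher in IBxDU (4 and 3 with the 2 scalings), with a camera adjusted p of 0.384, 1 adjusted over the list alone (PVALB, the calcium buffer parvalbumin) and the list's median turning below 0 with the second scaling. The embryonic myosin MYH3 was 34.6 ± 24.0 RPKM in IB and 19.2 ± 14.7 RPKM in IBxDU (12.6 RPKM without IBxDU-429) and the foetal troponin TNNT2 12.5 ± 4.03 RPKM in IB and 7.98 ± 2.52 RPKM in IBxDU (SD, n = 6 and 5), and 4 of 6 genes of the developmental sarcomere list were higher in IB (2 without IB-431, 3 without IBxDU-402, camera adjusted p = 0.0614, 0 adjusted over the list alone, 1 at an unadjusted p under 0.05 in limma). Among other cell types, the keratin KRT10 was 1.02 ± 0.195 RPKM in IB and 0.536 ± 0.161 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.84, SE 0.27, adjusted p = 0.515), and with the tight junction gene CLDN7 it passed adjusted over the epithelium list alone (2 of 6 members, 0 over all genes and 2 at an unadjusted p under 0.05 in limma). This list fell in IBxDU (camera adjusted p = 0.00713, and adjusted p = 0.131 with an estimated correlation), although 2 members had a higher mean there. The study had called KRT10 and CLDN7 in these animals, so the fall is not independent of its results. The exact two-sided permutation p for the list's mean standardised log2 value per animal was 0.0952. The heme synthesis gene ALAS2 of red cells was 3.37 ± 0.627 RPKM in IB and 4.09 ± 0.821 RPKM in IBxDU (SD, n = 6 and 5). The erythroid list (3 of 3 higher in IBxDU, 2 and 2 with the 2 scalings, camera adjusted p = 0.777) and the nerve list (1 of 3, 2 without IBxDU-402, camera adjusted p = 0.383) did not pass, with 0 members at an unadjusted p under 0.05 in limma. Leaving out IB-330 or IBxDU-427 brought the slow fibre list past the threshold, leaving out IBxDU-429 the fast fibre list, and leaving out IB-330, IB-504 or IBxDU-426 the developmental list, with lowest adjusted p-values of 2.69e-05, 0.00142 and 0.0289 respectively.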

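Over all genes, 2 passed limma's test at a Benjamini-Hochberg adjusted p under 0.05, and both were higher in IBxDU. An ortholog of human SHMT2 (ENSSSCG00000022116), the mitochondrial serine hydroxymethyltransferase of one-carbon metabolism, rose from 0.473 ± 0.315 RPKM in IB to 8.68 ± 4.38 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 3.97, SE 0.38, adjusted p = 7.47e-04). All 5 IBxDU animals were above every IB animal. An ortholog of human RPL14 (ENSSSCG00000024107), a protein of the large ribosomal subunit, rose from 187 ± 25.2 to 438 ± 108 RPKM (log2 fold change 1.21, SE 0.17, adjusted p = 0.0419), again in 5 of 5 IBxDU animals. The gene annotated as RPL14 (ENSSSCG00000011272) was lower in IBxDU, at 522 ± 62.6 against 327 ± 81.1 RPKM, and the sum of both copies was 709 ± 86.6 against 765 ± 97.8 RPKM. Leaving out any animal but IBxDU-412, either scaling, or keeping the genes with low values ended the call of the RPL14 ortholog, with adjusted p-values from 0.0588 to 0.235 without 1 of the other animals (0.0123 without IBxDU-412), of 0.127 and 0.246 with the scalings and of 0.0542 with the genes of low values kept. Of genes higher in IB, 0 passed limma's test and 240 were at an unadjusted p under 0.05, against 713 of those higher in IBxDU (483 against 393 with the upper quartile scaling and 532 against 353 with the median-of-ratios scaling). None of the 10 genes with the smallest p in this direction passed. FHL3, a LIM domain protein of skeletal muscle, was 411 ± 88.5 RPKM in IB and 189 ± 46.4 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.13, SE 0.19, adjusted p = 0.191), with every IBxDU animal below every IB animal. RETREG1, a receptor for the autophagy of endoplasmic reticulum, was at 21.5 ± 6.25 and 7.82 ± 5.10 RPKM and the tight junction gene CLDN7 at 4.17 ± 1.27 and 1.70 ± 0.725 RPKM. ABRA, TRIM63, LIX1, TRIM24, CYSRT1, KCNE1L and the unnamed ENSSSCG00000007999 complete the 10, of which the adjusted p ran from 0.191 to 0.405. At an unadjusted p of 0.01 or less and a fold of 1.5 or more, 62 genes were higher in IB and 117 in IBxDU (65.4% in IBxDU). With the upper quartile scaling these were 127 and 70 (35.5%), and with the median-of-ratios scaling 138 and 64 (31.7%). Both directions together made 179 genes, against 103 without IBxDU-429, 272 without IBxDU-402 and 383 without IBxDU-412.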

Ninety-five genes were overexpressed in IB (FC ranging from 1.9 to 12) and 54 genes were overexpressed in IBxDU (FC ranging from 2 to 27.2) (*p* < 0.01)(S2 Table).

Large expression differences were observed for the genes *MARCO* (27.2x) and *CXCL13* (27.1x), which showed greater expression level in IBxDU than in IB piglets. 

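The mean of MARCO, a scavenger receptor of macrophages (ENSSSCG00000015716), rested on a single crossbred piglet. It was 29.7 RPKM in IBxDU-402 and at most 0.793 RPKM in every other animal, and the group values were 0.150 ± 0.122 RPKM in IB and 6.12 ± 13.2 RPKM in IBxDU (SD, n = 6 and 5). CXCL13 (ENSSSCG00000028731), a chemokine that attracts B cells, was 7.30 RPKM in the same animal and at most 0.178 RPKM in the others, with 0.0350 ± 0.0385 RPKM in IB and 1.53 ± 3.23 RPKM in IBxDU (SD, n = 6 and 5). Neither difference was larger than the spread between animals. MARCO had a log2 fold change of 1.40 (SE 1.17, adjusted p = 0.740 from limma, exact two-sided permutation p = 0.459) and was above the IB mean in 2 of 5 IBxDU animals. For CXCL13 these were 1.56 (SE 0.88, adjusted p = 0.637, exact p = 0.0563) and 4 of 5. Without IBxDU-402 the log2 fold change of MARCO was -0.02 (SE 0.63) and that of CXCL13 was 0.49 (SE 0.46).

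**Figure D1:**
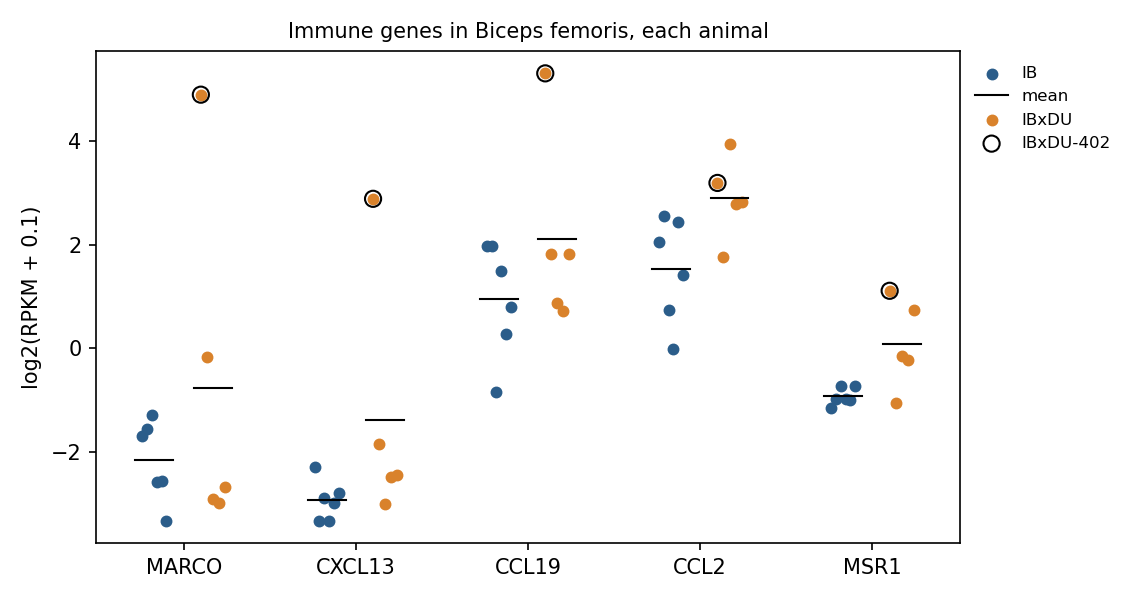
Level of 5 immune genes as log2(RPKM + 0.1) in the Biceps femoris of each newborn piglet (blue, 6 IB; orange, 5 IBxDU; black lines, group means; black circle, IBxDU-402). IBxDU-402 stands apart for MARCO (29.7 RPKM), CXCL13 (7.30 RPKM) and CCL19 (39.6 RPKM), whereas CCL2 was highest in IBxDU-426 (15.4 RPKM).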

*MARCO* and *CXCL13* genes are both related to immune response. *MARCO* is also involved in cytoskeleton and cell morphology determination of certain immune cells [58] and *CXCL13*has also been found to be upregulated in adipocytes when compared to preadipocytes [59].

On the other hand, another unidentified protein (ENSSSCG00000023287; FC = 12.5x), ortholog of human *MYL6B* gene, and the pig genes *CIART* (8.4x) and *ATF3* (7.8x) were upregulated in IB piglets at birth. 

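CIART (ENSSSCG00000006655) was 17.0 ± 16.3 RPKM in IB and 2.37 ± 0.829 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -2.01, SE 0.72, adjusted p = 0.549). The 3 animals IB-431, IB-503 and IB-504 held 28.8, 23.1 and 40.9 RPKM, while IB-323, IB-330 and IB-345 lay between 2.04 and 4.80 RPKM, close to the IBxDU animals (exact two-sided permutation p = 0.0520). The ortholog of MYL6B, a myosin light chain, was 41.0 ± 56.5 RPKM in IB and 4.62 ± 8.10 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -2.78, SE 1.36, adjusted p = 0.612), and its mean in IB came mainly from IB-503 (126 RPKM) and IB-504 (99.6 RPKM). Its mean in IBxDU rested on IBxDU-402 (19.0 RPKM) and was 1.02 RPKM without that animal. ATF3 was 398 ± 567 RPKM in IB and 36.3 ± 15.9 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -2.14, SE 0.96, adjusted p = 0.609) and ran from 12.1 RPKM in IB-323 to 1513 RPKM in IB-431 within IB (an IB mean of 175 RPKM without it). Of the 3 genes, 0 passed limma's test over all genes. Among 13 tested clock genes 9 had a higher mean in IB and 4 in IBxDU (2 and 2 with the 2 scalings). The clock list fell in IBxDU relative to other genes (camera adjusted p = 0.0312, and adjusted p = 0.512 with an estimated correlation), with 0 members passing over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05 in limma. PER1, a repressor of the clock, was 68.1 ± 41.0 RPKM in IB and 40.1 ± 10.2 RPKM in IBxDU, CRY2, another repressor, 21.5 ± 5.47 RPKM in IB and 17.4 ± 4.53 RPKM in IBxDU, and the activator CLOCK 2.72 ± 0.793 RPKM in IB and 3.55 ± 1.22 RPKM in IBxDU (SD, n = 6 and 5). The call of the clock list ended without IB-431, IB-503, IB-504 or IBxDU-402 (adjusted p up to 0.167) and with either scaling.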

*CIART* is a transcription repressor of the mammalian circadian clock that inhibits the activators *CLOCK* and *BMAL-1* [60]. The mammalian circadian clock regulates sleep–wake rhythms, body temperature, blood pressure, hormone production, immune system or cell cycle (reviewed in [61]). It is also important for energy homeostasis regulation, as multiple genes involved in nutrient metabolism and metabolically related hormones such as insulin or leptin display rhythmic oscillations [62]. It has been reported that animals deficient in *BMAL-1* show altered lipid homeostasis (i.e. an increase in the levels of circulating fatty acids, including triglycerides, free fatty acids, and cholesterol) and metabolic syndrome [63], which is in agreement with the phenotypic results observed in IB pigs. *ATF3* codes for a transcription factor considered as an adaptation-response gene involved in a variety of processes such as immunity, regulation of the cell cycle and apoptosis [64], and cellular stress response [65].

Some other interesting DE genes are related to muscle and adipose tissue development, for example *SLC2A4*, *FGF21*, *UBC*, or *ACHE* [66–69]. Moreover, three DE genes (*DLK1*, *MYH10* and *ZWILCH*) were also observed to be DE between IB and IBxDU in a previous study [14], where *Longissimus dorsi* transcriptome was compared at weaning. 

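SLC2A4, the insulin-responsive glucose transporter GLUT4, is annotated under 2 identifiers that both had a lower mean in IBxDU. The values were 79.0 ± 20.7 RPKM in IB and 46.0 ± 8.87 RPKM in IBxDU for ENSSSCG00000017933 (SD, n = 6 and 5, log2 fold change -0.76, SE 0.21, adjusted p = 0.437) and 12.6 ± 3.62 RPKM in IB and 7.65 ± 1.10 RPKM in IBxDU for ENSSSCG00000023915 (log2 fold change -0.66, SE 0.23, adjusted p = 0.539). All 5 IBxDU animals were below the IB mean for both. ACHE, the acetylcholinesterase of the neuromuscular junction, was 12.7 ± 6.82 RPKM in IB and 5.61 ± 3.40 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.27, SE 0.40, adjusted p = 0.520). FGF21, a hormone of energy metabolism, was 0.592 ± 0.665 RPKM in IB and 4.23 ± 5.04 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.66, SE 0.97, adjusted p = 0.642), with 10.1 RPKM in IBxDU-402, 9.37 in IBxDU-426 and at most 1.86 RPKM elsewhere. With MYH10, ZWILCH and DLK1 these belong to a list of 9 identifiers that the study chose on these animals, so its direction is not independent evidence. Of the 9, 7 had a higher mean in IB and 2 in IBxDU. The list fell in IBxDU (camera adjusted p = 4.61e-05, and adjusted p = 0.102 with an estimated correlation), with 0 members passing limma's test over all genes, 6 adjusted over the list alone and 6 at an unadjusted p under 0.05.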

*DLK1* is a transmembrane protein expressed in preadipocytes but not in mature adipocytes [70], thus, greater expression in IB neonates (2.6x) suggests greater number of undifferentiated preadipocytes in IB than in IBxDU piglets, possibly associated with a greater adipogenic potential. However, in a previous study, *DLK1* gene was found to be upregulated in IBxDU pigs at weaning [14]. 

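DLK1, also called PREF1, is annotated under 2 identifiers. The more abundant (ENSSSCG00000028773) was 181 ± 129 RPKM in IB and 78.5 ± 14.3 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.86, SE 0.46, adjusted p = 0.620 from limma). IB ran from 38.4 RPKM in IB-330 to 371 RPKM in IB-504, and every IBxDU value lay inside that range (exact two-sided permutation p = 0.169). The other (ENSSSCG00000027337) was 4.05 ± 5.28 RPKM in IB and 2.21 ± 1.53 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.31, SE 0.74, adjusted p = 0.910), and its direction turned when IB-504 was left out (log2 fold change 0.22, SE 0.62). Among the other markers of preadipocytes, PDGFRB, a receptor of perivascular progenitors, was 13.9 ± 4.46 RPKM in IB and 19.6 ± 4.00 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.54, SE 0.23, adjusted p = 0.582). DPP4, carried by early adipose progenitors, was 3.00 ± 0.327 RPKM in IB and 4.24 ± 1.39 RPKM in IBxDU, and EBF2, a factor of committed preadipocytes, 2.22 ± 1.06 RPKM in IB and 3.38 ± 1.49 RPKM in IBxDU (SD, n = 6 and 5). Of 7 tested genes of the preadipocyte list 5 had a higher mean in IBxDU (4 and 4 with the 2 scalings, 3 without IBxDU-402), and the list did not pass (camera adjusted p = 0.630). In limma 0 members passed over all genes, 0 adjusted over the list alone and 1 was at an unadjusted p under 0.05.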

The different age of sampling could explain the opposite results: IB piglets may be born with higher amounts of preadipocytes that differentiate faster than those from IBxDU pigs thus, leading to lower preadipocyte content at weaning age. Similarly, a different pattern for myocyte differentiation has been reported between high and low muscle growth efficiency breeds, such as Landrace, Lantang, Pietrain or Duroc [29, 71]. In Landrace, myocyte differentiation develops faster than in low efficiency breeds [29, 71]. In addition, the proliferation and differentiation of preadipocytes are stronger and faster in Bamei than in Landrace (representing a fat- and lean-type pig breed, respectively) [17, 72]. Thus, we suggest a faster adipocyte differentiation in IB pigs at an early age that may conclude earlier than in IBxDU pigs.

*MYH10* gene codes for a heavy-chain myosin, and was also found upregulated in IBxDU pigs when compared to IB pigs at birth and at weaning [14], which suggests a greater development of muscular cells in crossbreds. 

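MYH10, a non-muscle myosin heavy chain (ENSSSCG00000017987), was 6.71 ± 2.17 RPKM in IB and 19.1 ± 11.8 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.32, SE 0.37, adjusted p = 0.447 from limma, exact two-sided permutation p = 0.0260). It did not pass over all genes, although all 5 IBxDU animals were above the IB mean. IBxDU-429, IBxDU-426 and IBxDU-427 held 36.7, 21.6 and 21.0 RPKM and lay above every IB animal, whereas IBxDU-412 (8.36 RPKM) and IBxDU-402 (7.95 RPKM) lay inside the IB range of 4.22 to 9.93 RPKM.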

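ZWILCH, a component of the kinetochore complex that controls the mitotic checkpoint (ENSSSCG00000004946), was 8.78 ± 1.90 RPKM in IB and 3.64 ± 2.76 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.55, SE 0.39, adjusted p = 0.405 from limma). Of the 5 IBxDU animals 4 lay below every IB animal, and IBxDU-402 at 7.09 RPKM lay inside the IB range (exact two-sided permutation p = 0.00866). The DNA replication genes MCM3 (1.81 ± 1.67 RPKM in IB, 3.52 ± 4.01 in IBxDU) and MCM2 (2.48 ± 1.85 and 4.53 ± 4.65 RPKM) had the opposite direction, with their highest values in IBxDU-402, without which the IBxDU means were 1.75 and 2.50 RPKM. Of 11 tested genes of the cell cycle list 10 had a higher mean in IBxDU, with ZWILCH as the exception, and 4 without IBxDU-402, when the median log2 fold change of the list was -0.11 instead of 0.45. The list did not differ from other genes (camera adjusted p = 0.976), and in limma 0 members passed over all genes, 1 adjusted over the list alone (ZWILCH) and 1 at an unadjusted p under 0.05.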

The gene *ZWILCH* is overexpressed in IB at both ages; it is involved in cell proliferation and differentiation, and it may also play a role in the control of adipogenesis [73], thus being an interesting candidate to explain phenotypic differences in adipogenesis and lipogenesis.

In order to validate the results obtained from the RNA-Seq analysis, the relative expression of some DE genes (upregulated in both genetic types) and a few non-DE genes was assessed by qPCR in all the available samples. 

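Of the 7 genes that the study called by RNA-Seq and measured by qPCR, PVALB, the calcium buffer of fast muscle fibres, had the largest log2 fold change. It was 5.46 ± 7.69 RPKM in IB and 181 ± 309.9 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 4.79, SE 1.24, adjusted p = 0.405 from limma) and all 5 IBxDU animals were above the IB mean of log2 values, from 5.04 RPKM in IBxDU-429 (below the IB mean in RPKM) to 730.2 RPKM in IBxDU-402, without which the IBxDU mean was 43.5 RPKM. Leaving out IB-323 gave PVALB an IB mean of 3.15 RPKM. FOS, an immediate early transcription factor, was 271 ± 289.5 RPKM in IB and 74.7 ± 67.7 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.70, SE 0.80, adjusted p = 0.612), with 823 RPKM in IB-431 and 24.4 RPKM in IB-345. Its IB mean was 161 RPKM without IB-431, and its IBxDU mean was 47.6 RPKM without IBxDU-412. The others were DLK1, ATF3, HSPA4L, MYH10 and DNAJA1, and 0 of the 7 passed limma's test over all genes, with 5 at an unadjusted p under 0.05.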

Five out of the seven genes identified as DE by RNA-Seq technology were validated by qPCR. The remaining two genes showed a trend (*p* = 0.085) and a numerical difference (*p* = 0.105). 

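SCD, the stearoyl-CoA desaturase (ENSSSCG00000010554), was 26.4 ± 45.3 RPKM in IB and 32.6 ± 50.5 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.48, SE 1.25, adjusted p = 0.917 from limma). ELOVL6, an elongase of long-chain fatty acids (ENSSSCG00000025541), was 2.30 ± 2.37 RPKM in IB and 5.51 ± 7.23 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.91, SE 0.80, adjusted p = 0.751). Both genes varied more within than between the genetic types. SCD was 119 RPKM in IBxDU-402 and 115 RPKM in IB-323, against 1.73 RPKM in IB-345, and ELOVL6 was 17.8 RPKM in IBxDU-402 and 0.540 RPKM in IB-504. Without IBxDU-402 the IBxDU means were 11.0 RPKM for SCD, below that of IB, and 2.43 RPKM for ELOVL6. Leaving out IB-323 instead gave SCD an IB mean of 8.66 RPKM, and its fold of means (IBxDU over IB) rose from 1.23 to 3.77. ACACA, the acetyl-CoA carboxylase, was 2.44 ± 0.978 RPKM in IB and 3.87 ± 2.15 RPKM in IBxDU, and ACSS2, an acetyl-CoA synthetase, 24.6 ± 4.56 RPKM in IB and 17.6 ± 4.15 RPKM in IBxDU (SD, n = 6 and 5). Of 12 tested lipogenesis genes 10 had a higher mean in IBxDU (9 and 8 with the 2 scalings, 6 without IBxDU-402). The list's median log2 fold change was 0.17 while camera placed it below other genes, and it did not pass (adjusted p = 0.808), with 0 members past over all genes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05 in limma.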

Non-DE genes showed similar results using both technologies (S3 Table). A concordance correlation coefficient, used to asses technical validation in high throughput transcriptomic studies [43] was calculated (CCC = 0.93) and denoted a high general concordance between RNA-Seq and qPCR expression values. 

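All 9 genes had the same direction in the RPKM values of the 6 IB and 5 IBxDU animals as in the qPCR folds of S3 Table. The concordance correlation coefficient between the signed RNA-Seq folds from limma and these qPCR folds was 0.990. It was 0.965 for log2 fold changes, 0.922 for ratios of group means and 0.903 with a pseudocount of 1. PVALB, with a fold near 27.6 by RNA-Seq and 24.6 in S3 Table, carries much of the range, and without it the coefficient was 0.956. With the RNA-Seq folds of S3 Table in place of those from limma it was 0.928, and 0.622 without PVALB. In S3 Table the RNA-Seq folds of SCD and ELOVL6 stand exchanged relative to the authors' deposited folds. The coefficient is taken across genes, which are not independent replicates. Leaving out 1 animal gave values from 0.792 (without IBxDU-429) to 0.995 (without IB-503).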

In general good individual correlation values were obtained (S3 Table). Fold-Change and significance tended to be greater when expression differences were analyzed by RNA-Seq technology, in accordance with its higher sensitivity [74].

### Biological interpretation of the differential expression results

Different approaches were used to perform an exhaustive and robust biological interpretation of the results obtained in the transcriptome study. Results obtained from the Gene Ontology (GO) term overrepresentation analysis, performed to detect active biological processes differing in both IB and IBxDU, are shown in Table 2. In addition, IPA software was used to find biological functions overrepresented in both genetic types (S4 Table and Figs 1–3) and to identify pathways (Table 3) and networks (Fig 4) associated with the DE genes.

**Fig 1:**
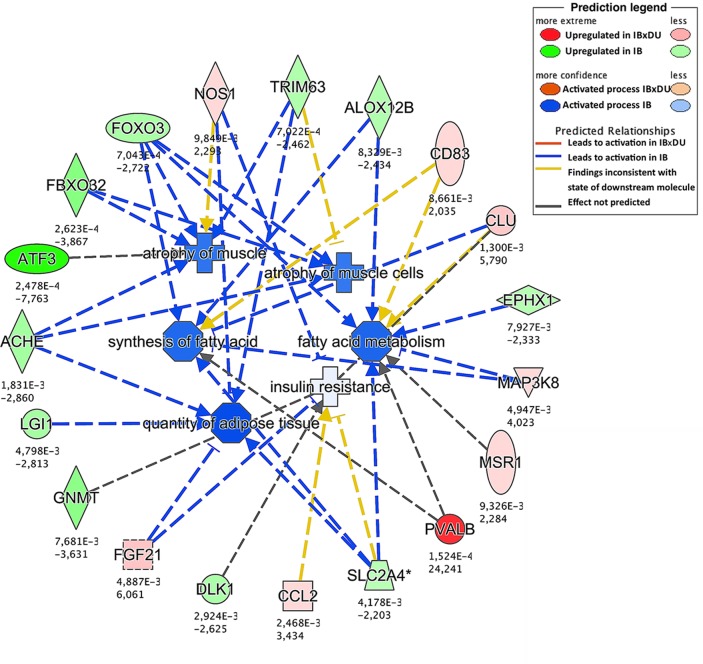
Enriched biological functions in Iberian (IB) pigs. The network generated by IPA software shows enriched biological functions in IB pigs (blue color) related to lipid metabolism and muscle atrophy. Lipid synthesis is upregulated in IB pigs. Muscle and protein degradation are also enriched, probably leading to a decreased muscle growth in those pigs. The network includes several transcription factors which may play key roles in the functional differences between genetic types, in agreement with the regulators study (*FOXO3*, *ATF3*, *TRIM63*).

**Fig 2:**
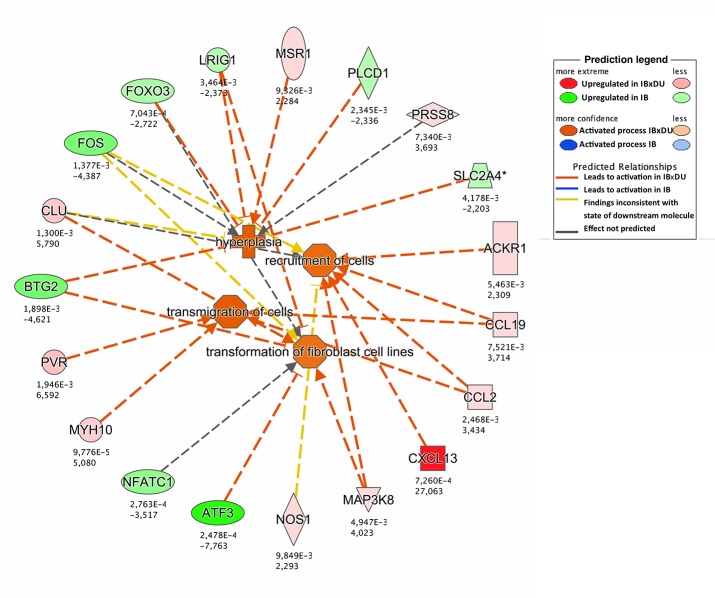
Enriched biological functions related to cell growth in crossbred (IBxDU) pigs. The network generated by IPA software shows enriched biological functions in IBxDU pigs (orange color) involved in cellular growth and differentiation. Upregulation of several chemokines as well as a myosin in IBxDU pigs, and downregulation of some transcription factors (*FOXO3*, *ATF3*) are responsible for the enrichment of such functions in crossbreds.

**Fig 3:**
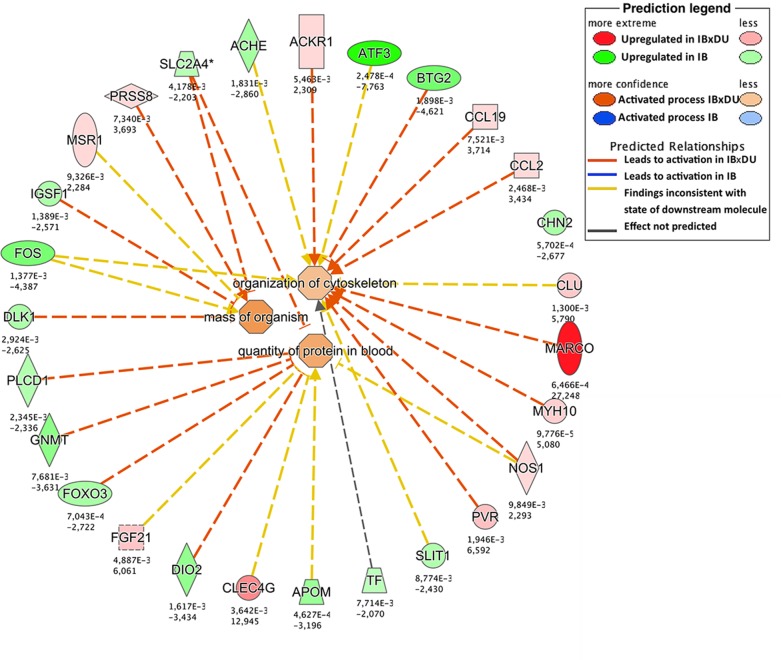
Enriched biological functions potentially related to muscle growth in crossbred (IBxDU) pigs. The network generated by IPA software shows enriched biological functions in IBxDU pigs (orange color) potentially related to muscle growth and body size, functions regulated by a wide variety of genes, from growth factors (*FGF21*) to immune system related genes (*MARCO*, *MSR1*).

**Fig 4:**
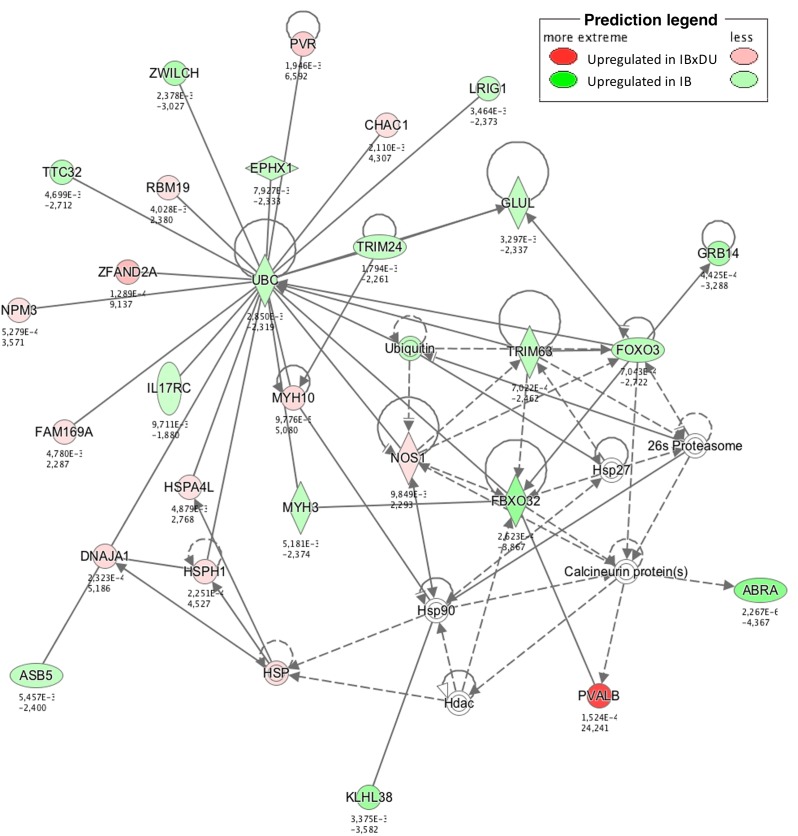
Gene network containing DE genes related to Cellular Compromise, Organismal Injury and Abnormalities and Skeletal and Muscular Disorders. This gene network shows several genes functionally interconnected and closely associated with the ubiquitin C (UBC), a central molecule in the network responsible for protein degradation. These genes are differentially expressed between genotypes and indicate the importance of the ubiquitination process in muscle growth of newborn pigs.

**Table 2:** Gene Ontology (GO) overrepresented terms regarding the biological process category.

	*GO term	*p-*value	*q*-value	Term name
COMMON	GO:0007165	9.54E-07	6.96E-05	Signal transduction
	GO:0031323	3.81E-06	1.39E-04	Regulation of cellular metabolic process
	GO:0009059	6.10E-05	6.37E-04	Macromolecule biosynthetic process
	GO:0044267	1.22E-04	8.10E-04	Cellular protein metabolic process
	GO:0010646	2.44E-04	1.11E-03	Regulation of cell communication
	GO:0030154	2.44E-04	1.11E-03	Cell differentiation
	GO:0048584	7.81E-03	1.84E-02	Positive regulation of response to stimulus
IB^1^	GO:0010467	1.22E-04	8.10E-04	Gene expression
	GO:0043412	1.22E-04	8.10E-04	Macromolecule modification
	GO:0036211	2.44E-04	1.11E-03	Protein modification process
	GO:0009889	4.88E-04	1.98E-03	Regulation of biosynthetic process
	GO:0090304	9.77E-04	3.56E-03	Nucleic acid metabolic process
	GO:0019438	1.95E-03	5.48E-03	Aromatic compound biosynthetic process
	GO:0016070	1.95E-03	5.48E-03	RNA metabolic process
	GO:0023056	7.81E-03	1.84E-02	Positive regulation of signaling
IBxDU^2^	GO:0002684	1.95E-03	1.86E-02	Positive regulation of immune system process
	GO:0050790	7.81E-03	3.49E-02	Regulation of catalytic activity
	GO:0016337	7.81E-03	3.49E-02	Single organismal cell-cell adhesion

^1^ IB = Purebred Iberian pigs

^2^ IBxDU = Iberian X Duroc crossbred pigs

*GO terms are considered either common, when they are enriched in both genetic types and specific when the GO term is only enriched in one of the two genetic types.

**Table 3:** Pathways significantly enriched in Purebred (IB) and Duroc-crossbred (IBxDU) Iberian pigs.

IB^1^		IBxDU^2^	
Pathway	*p-*value	Pathway	*p-*value
PI3K Signaling in B Lymphocytes	<0.001	Agranulocyte Adhesion and Diapedesis	<0.001
NRF2-mediated Oxidative Stress Response	0.0022	LXR/RXR Activation	<0.001
Glutamine Biosynthesis I	0.0031	Atherosclerosis Signaling	<0.001
IL-17A Signaling in Fibroblasts	0.0051	Aldosterone Signaling in Epithelial Cells	0.0012
April Mediated Signaling	0.0060	Granulocyte Adhesion and Diapedesis	0.0019
LXR/RXR Activation	0.0060	TREM1 Signaling	0.0050
Epoxysqualene Biosynthesis	0.0062	Protein Ubiquitination Pathway	0.0054
B Cell Activating Factor Signaling	0.0066	Citrulline-Nitric Oxide Cycle	0.0071
Thyronamine and Iodothyronamine Metabolism	0.0091	IL-12 Signaling and Production in Macrophages	0.0155
Thyroid Hormone Metabolism I (via Deiodination)	0.0091	Superpathway of Citrulline Metabolism	0.0195
Wnt/Ca+ pathway	0.0129	nNOS Signaling in Skeletal Muscle Cells	0.0209
Tight Junction Signaling	0.0145	Differential Regulation of Cytokine Production in Macrophages and T Helper Cells by IL-17A and IL-17F	0.0251
AcutePhase Response Signaling	0.0151	Production of Nitric Oxide and Reactive Oxygen Species in Macrophages	0.0263
ERK5 Signaling	0.0158	Clathrin-mediated Endocytosis Signaling	0.0275
Growth Hormone Signaling	0.0191	Actin Cytoskeleton Signaling	0.0372
Clathrin-mediated Endocytosis Signaling	0.0191	Role of p14/p19ARF in Tumor Suppression	0.0417
Melatonin Signaling	0.0195	IL-17A Signaling in Fibroblasts	0.0468
Toll-like Receptor Signaling	0.0214		
Regulation of IL-2 Expression in Activated and Anergic T Lymphocytes	0.0245		
UVA-Induced MAPK Signaling	0.0295		
Antioxidant Action of Vitamin C	0.0355		
IGF-1 Signaling	0.0355		
T Cell Receptor Signaling	0.0355		
Role of IL-17A in Psoriasis	0.0389		
Cholesterol Biosynthesis I	0.0389		
Cholesterol Biosynthesis II (24. 25-dihydrolanosterol)	0.0389		
Cholesterol Biosynthesis III (via Desmosterol)	0.0389		
Vitamin-C Transport	0.0417		
Glucocorticoid Receptor Signaling	0.0457		
FattyAcid α-oxidation	0.0479		

^1^ IB = Purebred Iberian pigs

^2^ IBxDU = Iberian X Duroc crossbred pigs

#### Upregulated functions and pathways in *Biceps femoris* muscle from purebred Iberian piglets

Enriched biological functions in IB piglets identified by IPA software were mainly related with lipid and glucose metabolism (i.e. *Concentration of lipid*, *Synthesis of lipid*, *Insulin resistance*, *Quantity of adipose tissue* or *Fatty acid metabolism;* Fig 1) and with muscle growth (S4 Table). 

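Genes of lipid metabolism with a lower mean in IBxDU included FDFT1, the squalene synthase of the cholesterol pathway, at 37.6 ± 11.8 RPKM in IB and 20.6 ± 9.99 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.96, SE 0.33, adjusted p = 0.539 from limma). The epoxide hydrolase EPHX1 was 30.8 ± 4.86 RPKM in IB and 17.4 ± 9.81 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.98, SE 0.30, adjusted p = 0.477), and the lipoxygenase ALOX12B 0.701 ± 0.167 RPKM in IB and 0.323 ± 0.240 RPKM in IBxDU (log2 fold change -1.08, SE 0.38, adjusted p = 0.539). FOXO3, a forkhead factor named FOXO3A in the paper, was 10.4 ± 5.65 RPKM in IB and 4.70 ± 1.61 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.02, SE 0.36, adjusted p = 0.539), and TRIM63, a ubiquitin ligase of muscle, 101 ± 33.6 RPKM in IB and 47.0 ± 15.8 RPKM in IBxDU (log2 fold change -1.10, SE 0.27, adjusted p = 0.405). All 5 IBxDU animals were below the IB mean for each of these. SLC4A2, an anion exchanger, was 5.16 ± 1.12 RPKM in IB and 6.17 ± 1.23 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.26, SE 0.20, adjusted p = 0.720). With FOS, ACHE, TF and APOM these make a list of 10 genes that the study chose on these animals, so its direction is not independent evidence. Of the 10, 9 had a higher mean in IB and SLC4A2 a higher mean in IBxDU. The list fell in IBxDU (camera adjusted p = 3.28e-12, and adjusted p = 0.0899 with an estimated correlation), with 0 members passing over all genes in limma, 8 adjusted over the list alone and 8 at an unadjusted p under 0.05.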

In agreement, several DE genes with known functions related to lipid metabolism such as *FOS*, *FDFT1*, *SLC4A2*, *TRIM63*, *EPXH1*, *ALOX12B*, *FOXO3A* or *ACHE* were overexpressed in IB, possibly associated to the higher amount of adipose tissue observed in BF muscle of IB when compared to IBxDU pigs (Table 1). Similar results have been found in IB and IBxDU piglets at 28 days of age in loin muscle [14]. However, in the previous study, a different set of DE genes related to lipid metabolism was found, probably due to the high complexity of processes and molecular mechanisms regulating lipid metabolism at that stage of development. In another study comparing the muscle transcriptome of two divergent breeds for muscle and fat deposition, several muscle metabolism-related genes were identified as potential regulators of IMF deposition [29], such as *FOS* and *ABRA* genes, identified also in the present study.

Accordingly, several pathways enriched in IB pigs (*p* < 0.05) (Table 3) were related to the control of energy homeostasis (*Wnt/Ca+*, *Glutamine Biosynthesis* or *Fatty Acid α-oxidation* pathways)and to protein synthesis and cell growth (*Growth Hormone* (*GH) Signaling* and *IGF-1 Signaling*); IGF-1 is essential during prenatal and GH during postnatal growth [75]. 

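Among genes of growth hormone and IGF signalling, IGF1 was 1.22 ± 0.447 RPKM in IB and 2.07 ± 1.05 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.63, SE 0.37, adjusted p = 0.647). The IGF binding protein gene IGFBP4 was 20.4 ± 7.57 RPKM in IB and 36.9 ± 22.4 RPKM in IBxDU (log2 fold change 0.72, SE 0.34, adjusted p = 0.612), and STAT5B, which carries the growth hormone signal, 25.8 ± 5.21 RPKM in IB and 18.7 ± 5.91 RPKM in IBxDU (log2 fold change -0.48, SE 0.22, adjusted p = 0.609). Of 9 tested genes of this list 4 had a higher mean in IBxDU, and its median (-0.10) and mean (0.03) log2 fold change differed in sign. It did not pass (camera adjusted p = 0.308, and in limma 0 members over all genes, 0 adjusted over the list alone, 1 at an unadjusted p under 0.05). In glucose metabolism, GRB14, an inhibitor of insulin receptor signalling, was 1.41 ± 0.591 RPKM in IB and 0.529 ± 0.148 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.22, SE 0.31, adjusted p = 0.405), with every IBxDU animal below every IB animal. IRS1, the insulin receptor substrate, was 9.65 ± 3.05 RPKM in IB and 7.34 ± 3.46 RPKM in IBxDU. The glucose and insulin list of 13 genes fell in IBxDU relative to other genes (camera adjusted p = 0.0355, and adjusted p = 0.225 with an estimated correlation). Its median log2 fold change was only -0.001, and 6 members had a higher mean in IBxDU (4 and 4 with the 2 scalings, 5 to 8 without 1 animal). GRB14 was the 1 member past adjusted over the list alone, with 0 over all genes and 2 at an unadjusted p under 0.05 in limma. This call ended with either scaling and without IB-323, IB-345, IB-503, IBxDU-402, IBxDU-412 or IBxDU-429 (adjusted p up to 0.0846). In fatty acid oxidation, HADH was 166 ± 15.0 RPKM in IB and 146 ± 16.8 RPKM in IBxDU and ACADS 99.0 ± 36.8 RPKM in IB and 75.5 ± 15.7 RPKM in IBxDU (SD, n = 6 and 5). Of 21 genes of that list 10 had a higher mean in IBxDU (5 and 5 with the 2 scalings, 4 to 13 without 1 animal), and it did not pass (camera adjusted p = 0.0962, and in limma 0 members over all genes, 0 adjusted over the list alone, 0 at an unadjusted p under 0.05) except without IB-431 or IBxDU-427 (lowest adjusted p = 0.00780).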

The effect of GH and IGF-1 on adipose tissue development and metabolism is controversial, as both have been proposed to play either a positive or a negative role on adipocyte differentiation [76, 77]. Thus, in IB newborns, the activation of these pathways might be associated to both muscle and preadipocytes development and differentiation. Accordingly, the *adipogenesis pathway* showed a trend for enrichment (*p* = 0.055).

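PNPLA2, the lipase that starts the breakdown of stored triglyceride, was 112 ± 27.2 RPKM in IB and 67.8 ± 10.7 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.71, SE 0.18, adjusted p = 0.405 from limma), and every IBxDU animal lay below every IB animal. ACSL1, an acyl-CoA synthetase, was 288 ± 33.9 RPKM in IB and 356 ± 118 RPKM in IBxDU, and the retinol carrier RBP4 2.66 ± 2.65 RPKM in IB and 5.24 ± 5.56 RPKM in IBxDU (SD, n = 6 and 5, 3.03 RPKM without IBxDU-402). PLIN1, which coats the lipid droplet of adipocytes, was 10.6 ± 12.6 RPKM in IB and 17.5 ± 22.6 RPKM in IBxDU (7.93 RPKM without IBxDU-402, below the IB mean) and ran from 0.154 RPKM to 30.1 RPKM within IB. Leaving out IB-330 instead gave PLIN1 an IB mean of 6.73 RPKM. Of 11 tested genes of the adipocyte list 8 had a higher mean in IBxDU (6 without IBxDU-402) and PNPLA2 was among the 3 with a higher mean in IB. The list had a median log2 fold change of 0.40 (0.09 without IBxDU-402) and did not pass (camera adjusted p = 0.829, with camera's direction downward in IBxDU). In limma 0 members passed over all genes, and PNPLA2 alone passed adjusted over the list alone (1 at an unadjusted p under 0.05). From DLK1, higher in IB at birth and, in an earlier study, higher in IBxDU at weaning, the paper proposes more undifferentiated preadipocytes in IB at birth, which would differentiate faster than those of IBxDU.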

#### Upregulated functions and pathways in *Biceps femoris* muscle from Duroc-crossbred Iberian piglets

Enriched functions in IBxDU newborns (S4 Table) were related to cell growth and differentiation, such as *Recruitment and transmigration of cells*, *Hyperplasia or Transformation of fibroblast cell lines* (Fig 2), and to protein and muscle organization and accretion such as *Mass of organism*, *Quantity of protein in blood* and *Organization of cytoskeleton* (Fig 3). Consistently, DE genes in IBxDU pigs clustered in 3 gene networks related to *Cell-To-Cell Signaling and Interaction*, *Hematological System Development and Function*, *Immune Cell Trafficking*, *Post-Translational Modification*, *Protein Folding*, *Cellular Assembly and Organization*, *Cellular Movement*, *Cell Signaling* and *Cellular Function and Maintenance*.

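CCL2, a chemokine that attracts monocytes, was 3.37 ± 2.01 RPKM in IB and 8.31 ± 4.46 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.37, SE 0.47, adjusted p = 0.539 from limma), and 4 of 5 IBxDU animals lay above every IB animal. ACKR1, a receptor that binds chemokines without signalling, was 3.77 ± 1.60 RPKM in IB and 8.22 ± 2.96 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.12, SE 0.32, adjusted p = 0.453), above the IB mean in all 5 IBxDU animals. CCL19, a chemokine that guides T cells and dendritic cells into lymph nodes, was 2.27 ± 1.42 RPKM in IB and 9.95 ± 16.6 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.17, SE 0.74, adjusted p = 0.666). Its mean in IBxDU rested on IBxDU-402 at 39.6 RPKM, and without this animal the log2 fold change was 0.37 (SE 0.51). The receptors ACKR3 (27.7 ± 7.80 RPKM in IB, 38.7 ± 9.99 in IBxDU) and CCR1 (0.235 ± 0.106 and 0.642 ± 0.632 RPKM, and 0.364 RPKM without IBxDU-402) had the same direction. Of 7 tested genes of the chemokine list 6 had a higher mean in IBxDU (5 and 5 with the 2 scalings). The list did not pass (camera adjusted p = 0.199), and in limma 0 members passed over all genes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05.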

Some IBxDU upregulated genes involved in those functions were chemokines (i.e.*CCL19*, *CCL2* or *CXCL13*) and chemokine receptors (*ACKR1*), which have been reported to be involved in the process of myogenesis and muscle regeneration [78]. In our study, chemokines were associated with functions such as transmigration and recruitment of cells and organization of cytoskeleton (Figs 2 and 3), which could be related to muscle cell growth. Moreover, *MYH10*, a non-muscle myosin that regulates actin cytoskeleton remodeling, was found overexpressed in IBxDU and involved in cytoskeleton reorganization, a critical process during myogenesis [79]. 

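Most genes of the actin cytoskeleton list had higher means in IBxDU, in large part through IBxDU-402. MYH9, another non-muscle myosin, was 23.3 ± 4.24 RPKM in IB and 34.6 ± 7.45 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.56, SE 0.18, adjusted p = 0.539 from limma). TLN1, which links integrins to actin, was 23.8 ± 5.28 RPKM in IB and 32.0 ± 5.06 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.44, SE 0.18, adjusted p = 0.572), and LIMK1, a kinase that regulates actin turnover, 4.64 ± 1.89 RPKM in IB and 6.08 ± 1.79 RPKM in IBxDU. For MYH9 and TLN1 all 5 IBxDU animals were above the IB mean. Of 16 tested genes of the list 14 had a higher mean in IBxDU (13 and 12 with the 2 scalings, 10 without IBxDU-402), and the median log2 fold change of 0.21 was 0.07 without IBxDU-402. The list did not pass (camera adjusted p = 0.162), with 0 members past over all genes, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05 in limma.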

Consistently, the *Actin Cytoskeleton Signaling* pathway was also enriched in IBxDU pigs in both the present study and at 28 day of age [14].

*Mass of organism*, associated with the overexpression of *PRSS8*, was predicted by IPA software to be enriched in IBxDU piglets, in accordance with the phenotypic differences in body weight and size found between pure and crossbred pigs. 

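The gene that S2 Table names PRSS8 (ENSSSCG00000007760) is named PRSS36, another serine protease, in the gene table used here. It was 1.54 ± 0.591 RPKM in IB and 1.93 ± 0.935 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.27, SE 0.33, adjusted p = 0.821 from limma), and 3 of 5 IBxDU animals were above the IB mean. The highest value was 3.40 RPKM in IBxDU-426, and 1 IBxDU animal lay outside the IB range (exact two-sided permutation p = 0.416).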

In agreement, a decrease in body weight was reported in mutant rats for gene *PRSS8* [80].

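NOS1, the neuronal nitric oxide synthase that is also the main form of skeletal muscle, was 0.633 ± 0.298 RPKM in IB and 1.83 ± 0.576 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.44, SE 0.35, adjusted p = 0.405 from limma). All 5 IBxDU animals were above the IB mean, and IBxDU-412 at 0.873 RPKM was the one inside the IB range. ASS1, which joins citrulline and aspartate, was 3.05 ± 0.533 RPKM in IB and 4.38 ± 1.67 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.46, SE 0.23, adjusted p = 0.614). ASL, the next enzyme of the cycle, was 3.79 ± 0.745 RPKM in IB and 3.24 ± 1.08 RPKM in IBxDU, and the inducible synthase NOS2 1.30 ± 0.529 RPKM in IB and 1.67 ± 0.193 RPKM in IBxDU. Of 6 tested genes of the citrulline and nitric oxide list 4 had a higher mean in IBxDU, and the list did not pass (camera adjusted p = 0.331). NOS1 was the 1 member past adjusted over the list alone, with 0 over all genes and 1 at an unadjusted p under 0.05.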

The enrichment of protein and muscle development-related pathways (*p* < 0.05), such as *Citrulline-Nitric Oxide Cycle*, *Superpathway of Citrulline Metabolism or nNOS Signaling in Skeletal Muscle*, support the greater muscle development in IBxDU piglets. Citrulline is a non-essential amino acid that plays a role in muscle development and affects body composition in rats, increasing lean and decreasing adipose tissue when it is provided in the diet [81]. The *nNOS Signaling in Skeletal Muscle Cells* modifies the blood flow to the muscle [82]. Thus, the activation of these pathways suggests a greater nutrient input to muscle tissues in those pigs.

#### Upregulated functions and pathways in *Biceps femoris* muscle from both Duroc-crossbred and purebred Iberian piglets

Development-related processes depend on the genetic background, but also on the growth stage. At birth, when growth is a very active process, several functions and pathways enriched in both genetic types were observed. However, these common processes ended up in different phenotypic consequences. This might be because developmental mechanisms such as muscle growth or immune system development are tightly regulated and the final output depends on both the balance of activating and inhibiting pathways and the expression levels of genes involved in such processes.

Regarding cellular growth, the GO terms enrichment analysis retrieved several GO terms related to normal cell cycle and growth, such as cell differentiation, cellular protein metabolic process or macromolecule biosynthetic process that were common between both genetic types, supporting the importance of these processes in the early development of pigs. Accordingly, in 3 months-old Casertana pig (an autochthonous Italian fatty pig breed), GO terms close to the aforementioned were upregulated when compared to 6 months old pigs [83].

The importance of protein metabolism at birth is supported by the activation of the protein ubiquitination process in both genetic types. The *Protein Ubiquitination Pathway* was enriched in crossbred piglets (*p* = 0.005; Table 3), where mainly members of the family of Heat Shock Proteins (*HSPH1*, *HSPA4L* and *DNAJA1*) were found upregulated in IBxDU pigs. 

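Most genes of heat shock proteins, chaperones that refold or hold other proteins, had higher means in IBxDU. HSPH1 was 9.51 ± 3.85 RPKM in IB and 27.6 ± 19.2 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.26, SE 0.44, adjusted p = 0.547 from limma), DNAJA1 30.8 ± 6.64 RPKM in IB and 66.2 ± 30.7 RPKM in IBxDU (log2 fold change 1.00, SE 0.28, adjusted p = 0.437) and HSPA4L 0.244 ± 0.164 RPKM in IB and 0.606 ± 0.194 RPKM in IBxDU (log2 fold change 1.11, SE 0.38, adjusted p = 0.539). The mitochondrial chaperone HSPD1 was 99.9 ± 15.9 RPKM in IB and 187 ± 68.2 RPKM in IBxDU, CHORDC1, a partner of HSP90, 11.1 ± 1.82 RPKM in IB and 21.6 ± 9.86 RPKM in IBxDU, and the constitutive HSPA8 466 ± 96.1 RPKM in IB and 891 ± 412.5 RPKM in IBxDU (SD, n = 6 and 5). Of 21 tested genes of the list 17 had a higher mean in IBxDU, also with both scalings. The list rose in IBxDU (camera adjusted p = 1.98e-04, and adjusted p = 0.512 with an estimated correlation). In limma 0 members passed over all genes, 6 adjusted over the list alone (the genes named here) and 10 at an unadjusted p under 0.05. Between the genetic types, the exact two-sided permutation p for the mean standardised value of the list was 0.0866. The animals did not share the rise evenly. HSPH1 was 51.0, 43.4 and 24.8 RPKM in IBxDU-429, IBxDU-426 and IBxDU-427, but 11.2 RPKM in IBxDU-402 and 7.75 RPKM in IBxDU-412, inside the IB range.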

*DNAJA1*, together with *HSP27* have been reported to play a role in both cellular stress and meat quality; their expression was found to decrease IMF content [84], consistently with the results observed in IBxDU pigs. However, no enrichment in atrophy or degradation of muscle-related functions was observed in IBxDU piglets. Conversely, IB muscle showed activation of functions related to muscle atrophy (Fig 1), mainly driven by genes that stimulate muscle atrophy by means of the ubiquitin proteasome system (UPS) [85]. This system was also upregulated in IB when compared to IBxDU pigs at 28 days of age [14]; and in Basque (a French pig breed with low lean meat and high fat contents) when compared to Large White pigs [86]. 

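Genes of muscle atrophy fell as a group in IBxDU relative to other genes. Of 17 tested members 13 had a higher mean in IB and 4 in IBxDU (2 and 2 with the 2 scalings), with a camera adjusted p of 3.52e-05 (adjusted p = 0.225 with an estimated correlation, and exact two-sided permutation p = 0.126 for the mean standardised value per animal). In limma 0 members passed over all genes, 2 adjusted over the list alone (TRIM63 and FBXO32, both adjusted p = 0.0135) and 3 at an unadjusted p under 0.05. TRIM63 and FBXO32, also called MuRF1 and atrogin-1, are the ubiquitin ligases of muscle that mark proteins for degradation, and FOXO3 is the factor that induces both.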

Supporting the evidence of an activated protein ubiquitination process, the gene coding for Ubiquitin C (*UBC*) and *FBXO32* (one of the three ligase enzymes, together with *TRIM63* of the UPS) were also overexpressed in IB pigs.

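FBXO32 (ENSSSCG00000005981) was 10.9 ± 4.57 RPKM in IB and 3.34 ± 2.86 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -2.06, SE 0.53, adjusted p = 0.405 from limma), and 4 of 5 IBxDU animals lay below every IB animal. The proteasome itself, which degrades the tagged proteins, went the other way. All 17 tested subunits had a higher mean in IBxDU (14 and 13 with the 2 scalings), and the list rose in IBxDU (camera adjusted p = 4.53e-05, and adjusted p = 0.512 with an estimated correlation, and exact two-sided permutation p = 0.0390 for the mean standardised value per animal, 0.370 after adjustment over the lists). PSMD1 was 21.3 ± 5.01 RPKM in IB and 32.1 ± 7.02 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.59, SE 0.20, adjusted p = 0.539), PSMC1 54.1 ± 6.90 RPKM in IB and 76.1 ± 18.2 RPKM in IBxDU and PSMC2 54.8 ± 6.75 RPKM in IB and 74.4 ± 14.2 RPKM in IBxDU. In limma 0 subunits passed over all genes, 0 adjusted over the list alone and 6 at an unadjusted p under 0.05.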

In accordance with these results, genes implicated in these processes were found in the most significant gene network involving DE genes in both genetic types. This network was associated with *Skeletal and Muscular Disorders*, as well as with *Cellular Compromise*, *Organismal Injury and Abnormalities* (Fig 4) and showed several genes related to protein catabolism (*UBC*, *HSP*, *TRIM63* or *FOXO3*) among the most central genes in the network, which supports the importance of these genes in protein catabolism, a very active process in developing IBxDU and especially in IB pigs.

Iberian pigs show low protein accretion potential, although higher relative protein synthesis rate has been reported in IB than in lean Landrace pigs [87]. Since IB muscles are smaller than Landrace ones, it was suggested that a higher protein turnover rate in IB pigs should be responsible for the differences between protein synthesis and deposition [87]. In this context, it seems evident that this increased protein turnover in IB pigs is related to the activated muscle atrophy-related genes found in this study. Moreover, Damon et al. (2012) suggested that the activation of the UPS might affect meat tenderness, since proteasome would be one of the main endogenous proteolityc systems contributing post-mortem meat tenderization.

The UPS is also interconnected to the unfolded protein response (UPR), activated under endoplasmic reticulum stress situations. The UPR is involved in degradation of un and misfolded proteins and recently associated to the control of adipogenesis under situations of endoplasmic reticulum stress [88, 89]]. It is noteworthy that *ATF3*, a transcription factor inducible by endoplasmic reticulum stress [65] was upregulated in IB pigs. This could suggest certain level of endoplasmic reticulum stress in IB pigs that might be related to preadipocyte differentiation.

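Genes of the unfolded protein response had higher means in IBxDU. The chaperone HSPA5, also called BiP, was 78.5 ± 12.1 RPKM in IB and 152 ± 63.2 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.85, SE 0.26, adjusted p = 0.465 from limma), HSP90B1 42.1 ± 6.61 RPKM in IB and 80.1 ± 30.0 RPKM in IBxDU (log2 fold change 0.86, SE 0.23, adjusted p = 0.413) and the stress sensor ATF6 8.42 ± 1.76 RPKM in IB and 14.3 ± 4.19 RPKM in IBxDU (log2 fold change 0.74, SE 0.20, adjusted p = 0.437). All 15 tested genes of the list had a higher mean in IBxDU (14 and 14 with the 2 scalings), and the list rose there (camera adjusted p = 1.21e-08, and adjusted p = 0.304 with an estimated correlation). Over all genes 0 members passed in limma, 8 adjusted over the list alone and 11 at an unadjusted p under 0.05. The other members past over the list alone were SEL1L, DNAJB11, HYOU1, CANX and PDIA4. As the mean standardised log2 value of its members, the list was -0.53 ± 0.25 in IB and 0.63 ± 0.90 in IBxDU (SD, n = 6 and 5, exact two-sided permutation p = 0.0173, 0.274 after adjustment over the lists), with IBxDU-402 at 1.70 and IBxDU-429 at 1.46, IBxDU-427 at 0.25 and IBxDU-426 at 0.15 above every IB animal, and IBxDU-412 at -0.40 inside the IB range (-0.98 to -0.28). In the integrated stress response, ASNS, the asparagine synthetase, was 18.9 ± 23.4 RPKM in IB (10.3 RPKM without IB-323) and 52.1 ± 52.2 RPKM in IBxDU (29.9 RPKM without IBxDU-402), PSAT1, an enzyme of serine synthesis, 4.42 ± 3.83 RPKM in IB and 16.6 ± 18.2 RPKM in IBxDU (9.65 RPKM without IBxDU-402), and PPP1R15A, which ends the response, 60.6 ± 45.0 RPKM in IB and 24.6 ± 14.6 RPKM in IBxDU (SD, n = 6 and 5). Of 15 tested genes of that list 13 had a higher mean in IBxDU, and it rose (camera adjusted p = 0.0490, and adjusted p = 0.602 with an estimated correlation), with 0 members past over all genes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05. This call ended without IB-345, IB-431, IB-504, IBxDU-402 or IBxDU-426 (adjusted p up to 0.596).

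**Figure D2:**
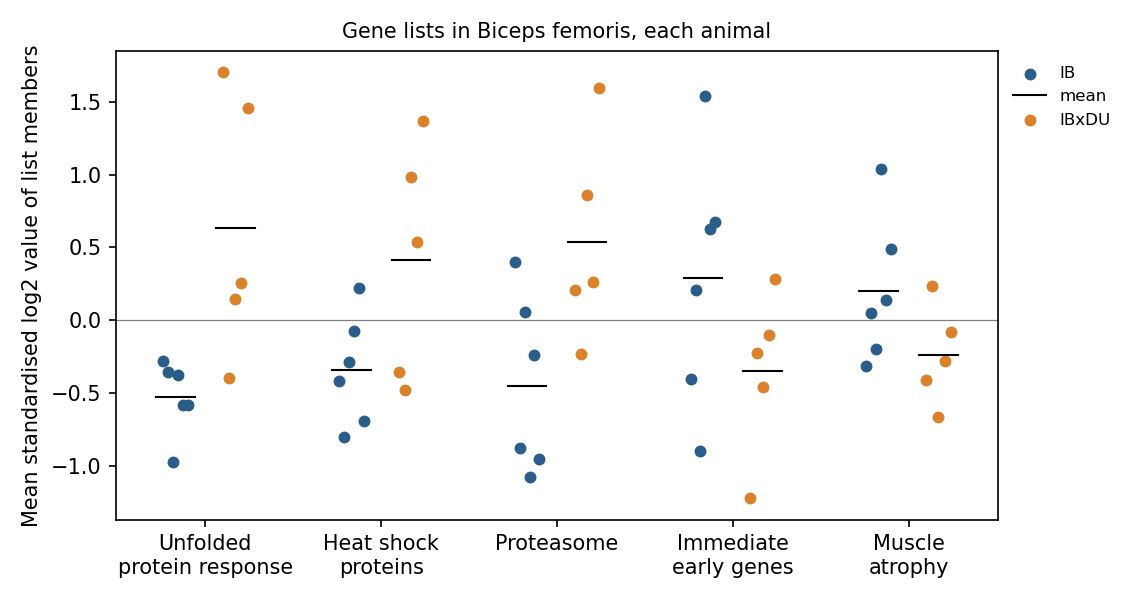
Mean standardised log2 value of the members of 5 gene lists in each newborn piglet (blue, 6 IB; orange, 5 IBxDU; black lines, group means). The unfolded protein response list averaged -0.53 in IB and 0.63 in IBxDU and the proteasome list -0.45 and 0.54, while the immediate early list averaged 0.29 and -0.35.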

The importance of cholesterol in early stages of development could be the cause for the activation of pathways related to cholesterol metabolism and biosynthesis in both genetic types. For example, the *LXR/RXR activation pathway*, involved in the regulation of lipid metabolism, inflammation and cholesterol to bile acid catabolism, was enriched in both IB and IBxDU newborns (*p* = 0.006 and *p* < 0.001, respectively). 

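Of 10 tested genes of the LXR/RXR list 6 had a higher mean in IB and 4 in IBxDU (6 in IBxDU without IBxDU-426), and the list fell in IBxDU relative to other genes (camera adjusted p = 0.0409, and adjusted p = 0.512 with an estimated correlation). MYLIP, an LXR target that degrades the LDL receptor, was 5.10 ± 1.59 RPKM in IB and 3.94 ± 1.56 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.39, SE 0.26, adjusted p = 0.674 from limma), with IB-431 at 8.27 RPKM. Adjusted over the list alone 1 member passed (APOM, an apolipoprotein of HDL), with 0 over all genes and 1 at an unadjusted p under 0.05. The call ended without IB-323, IB-330, IBxDU-412, IBxDU-426 or IBxDU-427 (adjusted p up to 0.184).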

On the contrary, at 28 days of age, this pathway was enriched in IB pigs [14]. The *atherosclerosis signaling pathway* (enriched in IBxDU pigs) or the *Cholesterol Biosynthesis* and the *Epoxysqualene Biosynthesis pathways* (enriched in IB pigs) were also identified as relevant pathways. However, phenotypic observations reflect a more active cholesterol and triglycerides biosynthesis in IB than in IBxDU piglets (Table 1).This could be due to the upregulation of different genes in each genetic type: upregulated genes in IB pigs associated with these pathways were closely related to the cholesterol and lipid metabolism (*FDFT*, *TF* and *APOM*). Accordingly, genes related to cholesterol and lipid metabolism such as *RXRG*, *USF1*, *LPL* or some apolipoproteins have been proposed as candidate genes involved in the familial combined hyperlipidemia in human [56, 90, 91], characterized by high levels of plasma cholesterol and triglycerides, as observed in IB pigs. Moreover, the aforementioned upregulated genes in IB pigs were connected in a network associated with functions such as *Amino Acid Metabolism*, *Molecular Transport* and *Small Molecule Biochemistry* (Fig 5). On the other hand, genes involved in such cholesterol-related pathways that were upregulated in IBxDU piglets where associated to the immune response (*MSR1* and *CCL2*).

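APOM (ENSSSCG00000001411) was 0.980 ± 0.310 RPKM in IB and 0.360 ± 0.141 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.24, SE 0.31, adjusted p = 0.405 from limma), and all 5 IBxDU animals lay below every IB animal (exact two-sided permutation p = 0.00433, the smallest that 6 animals against 5 allow). TF, the iron carrier transferrin, was 1.31 ± 0.375 RPKM in IB and 0.755 ± 0.245 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.72, SE 0.29, adjusted p = 0.572), below the IB mean in all 5 IBxDU animals. Over all 11 animals the cholesterol synthesis enzymes did not follow FDFT1 as a group. Of 17 tested genes 11 had a higher mean in IBxDU (7 and 7 with the 2 scalings, 7 without IBxDU-402), and the list did not pass (camera adjusted p = 0.320, its direction downward while the median log2 fold change was 0.06 and turned to -0.05 and -0.06 with the scalings). TM7SF2, a sterol reductase, was 5.34 ± 1.22 RPKM in IB and 3.98 ± 1.09 RPKM in IBxDU. In limma 0 members passed over all genes, 0 adjusted over the list alone and 1 (FDFT1) at an unadjusted p under 0.05. Without IB-431 or IBxDU-402 the list passed as lower in IBxDU, the direction of FDFT1, with a lowest camera adjusted p of 0.00900. Without either animal 7 of the 17 genes had a higher mean in IBxDU. The median log2 fold change without IBxDU-402 was -0.29.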

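MSR1, a macrophage scavenger receptor (ENSSSCG00000006979), was 0.429 ± 0.0628 RPKM in IB and 1.12 ± 0.686 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.01, SE 0.36, adjusted p = 0.549 from limma). It was 2.06 RPKM in IBxDU-402 and 1.58 RPKM in IBxDU-429 and between 0.352 and 0.508 RPKM in IB, and without IBxDU-402 its log2 fold change was 0.76 (SE 0.34). CSF1R, the receptor of the macrophage growth factor, was 4.95 ± 0.857 RPKM in IB and 4.83 ± 3.99 RPKM in IBxDU (SD, n = 6 and 5), with IBxDU-402 highest at 11.5 RPKM and an IBxDU mean of 3.17 RPKM without it. Of 10 tested genes of the macrophage list 8 had a higher mean in IBxDU (6 and 6 with the 2 scalings, 1 without IBxDU-402). Over all 11 animals the list did not pass (camera adjusted p = 0.976, and in limma 0 members over all genes, 0 adjusted over the list alone, 1 at an unadjusted p under 0.05). Without IBxDU-402 its direction turned, and the list fell in IBxDU (camera adjusted p = 0.0123 at the preset correlation). With an estimated correlation 0 lists passed over all 11 animals.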

**Fig 5:**
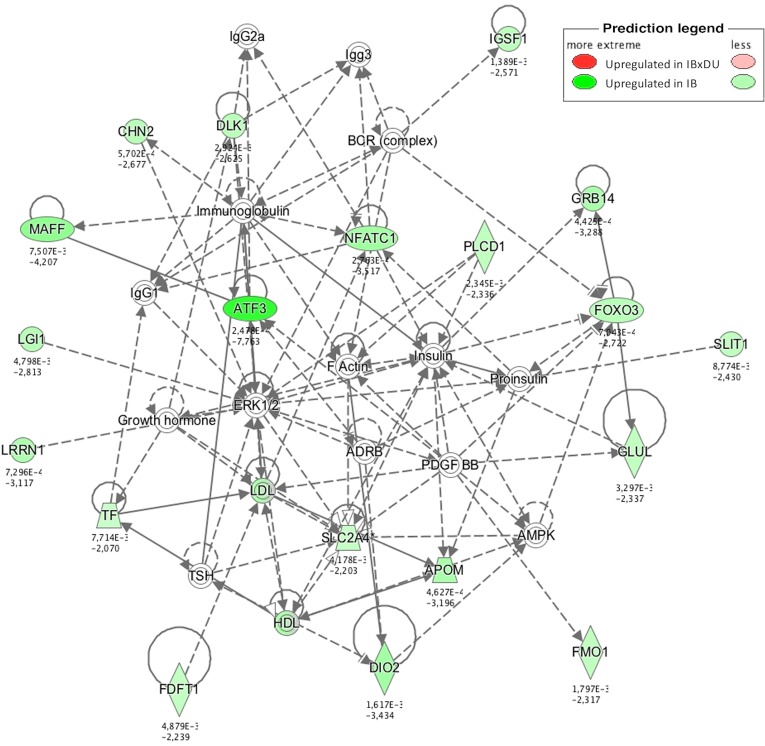
Gene network containing genes upregulated in Iberian (IB) pigs related to *Amino Acid Metabolism*, *Molecular Transport* and *Small Molecule Biochemistry*. The gene network shows interactions between cholesterol and lipid metabolism-related genes (LDL, APOM, FDFT1, SLC2A4, etc.) upregulated in Iberian pigs.

The immune system is not fully developed at birth in pigs [92], and thus, related pathways and functions were upregulated in both in IB and IBxDU newborns. Some of these pathways include *PI3K Signaling in B Lymphocytes*, *April Mediated Signaling* or *B Cell Activating Factor Signaling* (enriched in IB pigs) and *Agranulocyte Adhesion and Diapedesis* or *IL-12 Signaling and Production in Macrophages* (enriched in IBxDU pigs). Moreover, the pathway *IL-17A Signaling in Fibroblasts* was enriched in both genetic types. On the other hand, the GO term *Positive regulation of immune system process* was enriched in IBxDU but not in IB piglets. This is consistent with the aforementioned upregulation of genes such as *MARCO* and *CXCL13* in Duroc-crossbred pigs, suggesting a more developed immune system in IBxDU than IB newborns. It has been previously reported that the immune system is affected by pig breed [93] and domestication [94]. 

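Markers of lymphocytes were low in this muscle. CD4 was 1.97 ± 1.44 RPKM in IB and 1.64 ± 1.42 RPKM in IBxDU and CD247, a chain of the T cell receptor complex, 2.02 ± 1.39 RPKM in IB and 1.75 ± 1.70 RPKM in IBxDU (SD, n = 6 and 5, with CD247 at 1.02 RPKM without IBxDU-402). Of the T cell list 2 genes were tested, both had a higher mean in IB, and the list did not pass (camera adjusted p = 0.331). Of the B cell list CD79B alone was tested, at 1.39 ± 1.13 RPKM in IB and 1.08 ± 0.323 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.03, SE 0.51, adjusted p = 0.987 from limma), with a log2 fold change that turned below 0 with both scalings. The neutrophil list had 2 tested genes, both with a higher mean in IBxDU (1 and 1 with the 2 scalings), and did not pass (camera adjusted p = 0.808). In the T cell, B cell and neutrophil lists 0 members passed limma's test over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. In the list of the immunoproteasome and interferon response, TAP2, which carries peptides to MHC class I, was 1.55 ± 0.656 RPKM in IB and 5.16 ± 2.85 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 1.59, SE 0.37, adjusted p = 0.405), and PSMB8, a subunit of the immunoproteasome, 1.00 ± 0.482 RPKM in IB and 0.713 ± 0.356 RPKM in IBxDU. Of 8 tested genes of this list 3 had a higher mean in IBxDU (5 without IBxDU-426 or IBxDU-427), with a median log2 fold change of -0.12 and a mean of 0.14. It did not pass (camera adjusted p = 0.829), and in limma 0 members passed over all genes, 1 adjusted over the list alone (TAP2) and 1 at an unadjusted p under 0.05.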

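The high MARCO and CXCL13 values of IBxDU-402 came with other immune genes in that animal. CCL19, a chemokine of lymph node stroma, was 39.6 RPKM against at most 3.85 in the others, C1QA, a complement gene of macrophages, 95.1 against at most 44.5 RPKM, and CD3D, a chain of the T cell receptor complex, 1.12 against at most 0.107 RPKM. The lymphatic marker PROX1 was 0.475 ± 0.282 RPKM in IB and 0.737 ± 0.311 RPKM in IBxDU (SD, n = 6 and 5), and IBxDU-402 was not its highest animal. Of 7 tested genes of the lymph node stroma list 5 had a higher mean in IBxDU (2 without IBxDU-402), and the list did not pass (camera adjusted p = 0.808, and in limma 0 members over all genes, 0 adjusted over the list alone, 0 at an unadjusted p under 0.05).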

An overrepresentation of genes related to the immune system was reported in wild boars when compared to domestic pig breeds [95]. However, to our knowledge there are no previous studies assessing differences in immune efficiency introduced by sire line.

Immune system-related genes are also involved in numerous other biological processes, such as fat accumulation, closely associated with inflammation [96, 97]. Thus, the enrichment of pathways related to the immune system could be related to lipid accumulation, although it has also been related to lower backfat thickness in pigs [98]. It is noteworthy that no biological functions related to the immune system were found enriched in IB pigs, which might suggest that upregulation of immune system-related pathways might be related to adipose tissue development rather than to the immune system development in IB pigs.

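Most genes of the mitochondrial respiratory chain had higher means in IB. SDHC, a subunit of succinate dehydrogenase, was 191 ± 34.6 RPKM in IB and 135 ± 18.1 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.49, SE 0.16, adjusted p = 0.539 from limma), and UQCRC2, a subunit of complex III, 180.3 ± 46.4 RPKM in IB and 143 ± 15.6 RPKM in IBxDU (log2 fold change -0.31, SE 0.17, adjusted p = 0.629). Of 17 tested genes 16 had a higher mean in IB and 1 in IBxDU (0 and 0 with the 2 scalings). The list fell in IBxDU (camera adjusted p = 1.09e-05, and adjusted p = 0.445 with an estimated correlation), with 0 members past over all genes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05 in limma. The mean standardised log2 value of the list was highest in IB-323 (1.41) and IB-345 (0.97) and lowest in IB-431 (-1.14), below every IBxDU animal. Between the genetic types, the exact two-sided permutation p for this value was 0.173. Connective tissue genes had higher means in IBxDU through IBxDU-402, without passing. TNC, tenascin C, was 0.808 ± 0.377 RPKM in IB and 1.92 ± 1.73 RPKM in IBxDU (1.24 RPKM without IBxDU-402) and the collagen COL12A1 6.84 ± 1.52 RPKM in IB and 13.6 ± 11.4 RPKM in IBxDU (SD, n = 6 and 5). Of 13 genes of that list 11 had a higher mean in IBxDU (8 and 8 with the 2 scalings, 3 without IBxDU-402, camera adjusted p = 0.908), 0 passed over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05 in limma. IBxDU-402 had the highest value of the collagen COL1A2, 1965 RPKM against at most 685 RPKM in the others.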

The reported active biological functions in IB and IBxDU pigs suggest a different predisposition for cell and tissue growth between genetic types, being IB pig metabolism intended to energy storage and IBxDU pig metabolism to cell growth and differentiation. These differences in biological regulation are in agreement with phenotypic differences found between the two genetic types.

### Regulatory transcription factors

We performed a regulatory factors study to investigate the driving molecular mechanisms responsible for the differences in gene expression observed between genetic types.

A total of 723 TRF, obtained from the animal TFDB, showed expression values above 0.5 FPKM in our pigs and were thus considered as expressing TRF. Among them, 92 TRF potentially affected the gene expression profile in IB and IBxDU muscles (Table 4). We considered TRF that were either DE (7 TRF), identified by IPA software as regulators (45 TRF) or identified in the RIFs study (48 TRF) (Table 4).

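All 92 factors of Table 4 were tested, matched by the gene identifiers it gives. Of these 53 had a higher mean in IBxDU and 39 in IB (41 and 40 higher in IBxDU with the 2 scalings). Over all genes 0 passed limma's test, 10 were at an unadjusted p under 0.05, and 3 passed adjusted over the table alone. These were ABRA (adjusted p = 0.0147) and TRIM63 (0.0323), higher in IB, and NOS1 (0.0323), higher in IBxDU. The table was made by the study on these animals, so the count over the table alone is not independent evidence. At an unadjusted p of 0.01 or less and a fold of 1.5 or more, 4 factors differed, 2 in each direction, and with either scaling 5 did, 4 higher in IB and 1 higher in IBxDU. The count over the table alone was 3 without IB-323 or IB-345, 4 without IBxDU-412, 5 without IBxDU-402, 0 without IBxDU-426 and 1 without each of the others.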

**Table 4:** Potential regulators affecting gene expression that are: a) differentially expressed (DE) between IB and IBxDU; b) identified by Ingenuity Pathways Analysis (IPA) software or c) identified by RIFs study.

Ensembl ID	GENE	DE regulators		IPA—Regulators		RIFs study	
		*p-*value	FC Change	Z-score	*p-*value	RIF1(z)	RIF2(z)
ENSSSCG00000006036	*ABRA*	2.27E-06	-4.37				
ENSSSCG00000008123	*ARID5A*						2.01
ENSSSCG00000015972	*ATF2*				4.40E-02		
ENSSSCG00000015595	*ATF3*	2.48E-04	-7.76				
ENSSSCG00000000084	*ATF4*				1.42E-02		
ENSSSCG00000012241	*BCOR*				4.17E-03		
ENSSSCG00000013397	*BMAL1*						-2.22
ENSSSCG00000008377	*CCT4*						-2.11
ENSSSCG00000002866	*CEBPA*			-2.426	7.32E-03		
ENSSSCG00000002867	*CEBPG*					3.60	
ENSSSCG00000006752	*CSDE1*					2.45	
ENSSSCG00000011274	*CTNNB1*			-2.183	1.01E-02		
ENSSSCG00000014336	*EGR1*			-0.254	5.28E-03		
ENSSSCG00000010224	*EGR2*				2.01E-02		2.21
ENSSSCG00000008443	*EPAS1*				4.01E-02		
ENSSSCG00000002383	*FOS*	1.38E-03	-4.39	0.381	6.14E-03		
ENSSSCG00000012967	*FOSL1*				2.76E-02		
ENSSSCG00000007576	*FOXK1*					2.35	
ENSSSCG00000009370	*FOXO1*				1.03E-02	3.22	
ENSSSCG00000004387	*FOXO3*	7.04E-04	-2.72	-2.364	5.05E-06		
ENSSSCG00000001619	*FOXP4*					2.79	
ENSSSCG00000015733	*GLI2*					2.60	
ENSSSCG00000007720	*GTF2IRD1*				1.66E-02		
ENSSSCG00000000846	*HCFC2*					2.34	
ENSSSCG00000014388	*HDAC3*				2.36E-02		
ENSSSCG00000010472	*HHEX*				4.89E-02		
ENSSSCG00000004138	*HIVEP2*				1.70E-04		
ENSSSCG00000009327	*HMGB1*				3.67E-03		
ENSSSCG00000009704	*HMGB2*					2.55	
ENSSSCG00000008898	*HOPX*				1.66E-02		
ENSSSCG00000015985	*HOXD3*					3.59	
ENSSSCG00000005917	*HSF1*				9.28E-05		
ENSSSCG00000004238	*HSF2*				6.06E-03		
ENSSSCG00000014277	*IRF1*				2.49E-02		2.19
ENSSSCG00000003178	*IRF3*				3.13E-02		
ENSSSCG00000012853	*IRF7*				3.08E-02		
ENSSSCG00000008119	*KCNIP3*					2.34	
ENSSSCG00000010928	*KDM5B*						-2.10
ENSSSCG00000006928	*LMO4*					2.64	
ENSSSCG00000004528	*MBD2*				2.44E-02		
ENSSSCG00000000552	*MED21*					2.35	
ENSSSCG00000005720	*MED27*					2.18	
ENSSSCG00000006482	*MEF2D*				6.93E-03		
ENSSSCG00000012534	*MORF4L2*						-2.11
ENSSSCG00000013507	*MPND*						2.18
ENSSSCG00000012114	*MSL3*						2.34
ENSSSCG00000017882	*MYBBP1A*				2.07E-02		
ENSSSCG00000013375	*MYOD1*				7.26E-03		
ENSSSCG00000015475	*MYOG*				8.17E-06		
ENSSSCG00000010399	*NCOA4*					3.59	
ENSSSCG00000015987	*NFE2L2*			-2.206	2.44E-02		
Ensembl ID	GEN	DE regulators		IPA—Regulators		RIFs study	
		*p-*value	FC	Z-score	*p-*value	RIF1(z)	RIF2(z)
ENSSSCG00000001952	*NFKBIA*			-1.279	3.40E-02		
ENSSSCG00000001703	*NFKBIE*				4.09E-02		
ENSSSCG00000005385	*NOR-1*	8.17E-04	-6.56				
ENSSSCG00000009856	*NOS1*	9.85E-03	2.29		3.78E-05		
ENSSSCG00000006689	*PIAS3*				3.69E-02		
ENSSSCG00000014437	*PPARGC1B*				1.65E-02		
ENSSSCG00000009746	*RAN*						-2.25
ENSSSCG00000009401	*RB1*			1.172	2.29E-02		
ENSSSCG00000008388	*REL*				2.04E-03		
ENSSSCG00000012981	*RELA*			0.749	6.16E-04		
ENSSSCG00000017071	*SAP30L*						-2.28
ENSSSCG00000011201	*SATB1*						-2.32
ENSSSCG00000001880	*SIN3A*						-2.12
ENSSSCG00000004952	*SMAD2*						2.43
ENSSSCG00000004524	*SMAD4*				4.94E-02		
ENSSSCG00000005232	*SMARCA2*						-2.47
ENSSSCG00000013629	*SMARCA4*				4.00E-02		
ENSSSCG00000006256	*SOX17*				3.29E-02		
ENSSSCG00000017403	*STAT3*				3.52E-02		
ENSSSCG00000017406	*STAT5B*					2.22	
ENSSSCG00000010638	*TCF7L2*				2.68E-02		
ENSSSCG00000001092	*TDP2*					2.44	
ENSSSCG00000001544	*TEAD3*						-2.06
ENSSSCG00000017950	*TP53*			-1.444	1.21E-04	3.48	1.69
ENSSSCG00000007208	*TRIB3*					2.84	
ENSSSCG00000027684	*TRIM63*	7.02E-04	-2.46		1.25E-02		
ENSSSCG00000015370	*TWIST1*				3.28E-03		
ENSSSCG00000006790	*WDR77*						-2.18
ENSSSCG00000011953	*ZBTB11*					2.10	
ENSSSCG00000007958	*ZNF174*					2.31	
ENSSSCG00000003233	*ZNF175*					2.86	
ENSSSCG00000002838	*ZNF423*					2.26	
ENSSSCG00000003070	*ZNF45*					2.24	
ENSSSCG00000007767	*ZNF668*						2.26
ENSSSCG00000001206	*ZSCAN26*						-2.84
ENSSSCG00000002877	*ZNF181*					2.50	
ENSSSCG00000003244							2.05
ENSSSCG00000011620							-2.41
ENSSSCG00000011943							-2.07
ENSSSCG00000013384							1.96
ENSSSCG00000016700						3.43	

FC: Fold-Change

Z-score: reflects the activation state of predicted transcriptional regulators. It is based on the experimentally observed gene expression, and on literature‐derived regulation direction information, which can be either “activating” or “inhibiting”

RIF1 (z) extreme scores identify those transcription factors that are consistently most differentially co-expressed with highly abundant and highly DE genes. Bootstrap 95% and 99% confidence intervals for RIF1 z-scores: -1.996/2.074 and -2.883/2.918, respectively.

RIF2 (z) extreme scores identify transcription factors with the most altered ability to predict the abundance of DE genes. Bootstrap 95% and 99% confidence intervals for RIF2 z-scores: -2.036/1.953 and -2.609/2.490, respectively

In the present study, we found 7 TRF showing differences in expression level between genetic types. Most of them (*ABRA*, *ATF3*, *FOS*, *FOXO3*, *NOR1*, *TRIM63*) were upregulated in IB. These genes are related to muscle and adipose tissue development (Fig 1) and most of them have been mentioned in the previous section, but some of them may be highlighted and deserve additional comments. For example, one of the genes with greater expression differences (*ATF3*) was also an identified regulator in the *Animal TFDB*, suggesting an important role in the gene expression differences observed. 

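ABRA, a gene of striated muscle (ENSSSCG00000006036), was 380.3 ± 181 RPKM in IB and 108 ± 54.9 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.86, SE 0.36, adjusted p = 0.317 from limma). All 5 IBxDU animals lay below every IB animal. ATF3, FOS and NR4A3, named NOR1 in the paper, belong to the immediate early genes, which respond to stimuli within minutes. All 18 tested genes of that list had a higher mean in IB, also with both scalings (14 without IBxDU-402), and the list fell in IBxDU (camera adjusted p = 3.91e-08, and adjusted p = 0.358 with an estimated correlation). CSRNP1, another member, was 25.4 ± 24.8 RPKM in IB and 5.28 ± 3.09 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -1.61, SE 0.73, adjusted p = 0.612). In limma 0 members passed over all genes, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05. The animals of IB differed widely, with IB-431 highest (mean standardised log2 value of the list 1.54), IB-345 at -0.90 and IB-323 at -0.41. IBxDU-402 was at -1.23 and IBxDU-429 at 0.28. Between the genetic types, the exact two-sided permutation p for this value was 0.186.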

*NOR1* showed also an important expression difference (6.56x) and codes for a nuclear receptor involved in a wide array of functions such as inflammation, cell cycle regulation, apoptosis, steroidogenesis, adipogenesis, angiogenesis and energy metabolism. Moreover, it has been found overexpressed in obese when compared to normal humans and its expression went back to normal values after fat loss [99]. These findings are in accordance with the results of the present study, where animals with higher IMF content showed greater muscular expression of *NOR1*.

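NR4A3 (ENSSSCG00000005385) was 27.1 ± 21.7 RPKM in IB and 4.89 ± 5.30 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -2.04, SE 1.11, adjusted p = 0.622 from limma). IB-431, IB-504 and IB-503 held 49.0, 47.6 and 41.6 RPKM, IB-330 held 18.1, and IB-323 and IB-345 held 6.05 and 0.331 RPKM. The IBxDU animals ran from 0.817 to 13.8 RPKM and so lay inside the IB range (exact two-sided permutation p = 0.151).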

IPA software is a potent tool to identify regulators based on previous knowledge and bibliographic references. On the other hand, the RIFs analysis, based on co-expression information in our dataset, complements the bibliographic approach (IPA). The combination of these two methods is a powerful strategy to identify TRF. In the present work, IPA software identified 45 TRF affecting the DE genes, while the RIFs metrics identified 48. 

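IRF1, an interferon response factor, was 4.41 ± 1.29 RPKM in IB and 5.40 ± 1.17 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.31, SE 0.23, adjusted p = 0.709 from limma). EGR2 was 0.989 ± 0.433 RPKM in IB and 0.732 ± 0.349 RPKM in IBxDU (log2 fold change -0.39, SE 0.36, adjusted p = 0.761) and FOXO1 10.8 ± 6.81 RPKM in IB and 9.67 ± 4.68 RPKM in IBxDU (log2 fold change -0.02, SE 0.42, adjusted p = 0.990), so that 0 of these 3 passed over all genes and 0 were at an unadjusted p under 0.05. Their regulatory impact factors, z-scores of co-expression with the genes of S2 Table, were recomputed over the 11875 expressed genes on log2(RPKM + 0.1). RIF1 was 1.58 for FOXO1, and RIF2 was 1.97 for IRF1 and 1.92 for EGR2. Over the 25 factors of Table 4 with a RIF1 value, the values here and those of the table had a Spearman correlation of 0.592 (permutation p = 0.00207), and all 25 had the same sign (20 without IB-431 or IBxDU-402, 22 without IBxDU-412). For RIF2 it was 0.804 over 24 factors (permutation p = 4e-05), again all of the same sign (21 without IBxDU-412). Both correlations are across genes, which are not independent replicates, and with RPKM on the linear scale they were 0.253 and 0.748. Table 4 lists only factors with extreme scores, made with the same formulae and targets on largely the same animals. All 25 of its RIF1 values are positive. Like signs and a high correlation were therefore likely beforehand, and the permutation p-values do not allow for this.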

Four TRFs were identified following the two approaches (*EGR2*, *FOXO1*, *IRF1* and *TP53*). *EGR2* is a growth factor that promotes adipocyte differentiation [100], while *TP53* has been reported to affect cell metabolism [101, 102]. *FOXO1* is a member of the forkhead family of TRF, which exerts important regulatory functions in developmental processes including muscle development [103, 104]. *FOXO1* regulates expression of several adipogenic genes, including *PPARG* [105] and muscle cells differentiation in association with *SMAD* [106], although inconsistent information exits regarding its specific role [106, 107]. Moreover, several TRF with known functions on adipogenesis and lipid metabolism were identified in the present regulators analysis (*CEBPA*, *CEBPG*, *ZFP423*, *EGR1*, *ATF2*, *ATF4* and *PPARGC1B)*. 

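CEBPA, a factor of adipocyte differentiation, was 2.13 ± 2.43 RPKM in IB and 2.95 ± 2.55 RPKM in IBxDU (SD, n = 6 and 5, 2.08 RPKM without IBxDU-402, log2 fold change 0.78, SE 0.73, adjusted p = 0.773 from limma), and the related CEBPG 12.4 ± 6.10 RPKM in IB and 16.5 ± 5.62 RPKM in IBxDU (log2 fold change 0.49, SE 0.35, adjusted p = 0.687). ZNF423, the human symbol of ZFP423, was 4.79 ± 1.27 RPKM in IB and 4.29 ± 1.54 RPKM in IBxDU, and the immediate early factor EGR1 79.0 ± 114 RPKM in IB and 23.4 ± 19.1 RPKM in IBxDU, with 309 RPKM in IB-431 (an IB mean of 33.0 RPKM without it). ATF2 was 3.40 ± 0.879 RPKM in IB and 4.74 ± 1.40 RPKM in IBxDU and ATF4 349.8 ± 136 RPKM in IB and 384 ± 95.0 RPKM in IBxDU (SD, n = 6 and 5). PPARGC1B was 8.02 ± 6.91 RPKM in IB and 6.96 ± 2.35 RPKM in IBxDU (an IB mean of 5.35 RPKM without IB-431, log2 fold change 0.04, SE 0.43, adjusted p = 0.983), with a direction that turned with both scalings. Among the 7 factors 0 passed limma's test over all genes and 0 were at an unadjusted p under 0.05. Of those with a score in Table 4, CEBPG had a RIF1 of 4.93 and ZNF423 of 1.32 in the values here.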

*PPARGC1B*is involved in fat oxidation, non-oxidative glucose metabolism, mitochondrial biogenesis and the regulation of the energy expenditure [108] and was also identified as a potential regulator of gene expression differences at 28 days of age [14]. The identification of these genes as regulators in the present study suggests its implications in adipogenesis and in the observed fatness differences associated to sire breed.

Regulation of myogenesis is also a very complex process and several TRF involved on it have been identified (*FOXK1*, *FOXO4*, *MEF2D*, *MYOD1*, *HDAC3* and *MYOG)*. These genes play a central role in myogenesis regulation, acting sequentially in a signaling chain [29, 109–113]. 

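MEF2D, a cofactor of the myogenic regulators, was 40.9 ± 6.16 RPKM in IB and 29.1 ± 4.31 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change -0.49, SE 0.15, adjusted p = 0.532 from limma), with all 5 IBxDU animals below every IB animal. The myogenic regulators MYOD1 (31.9 ± 11.3 RPKM in IB, 29.1 ± 3.88 in IBxDU) and MYOG (55.0 ± 18.4 and 57.4 ± 16.7 RPKM) differed by less than the spread between animals. So did FOXO4 (11.8 ± 3.22 and 10.3 ± 3.28 RPKM), HDAC3 (19.7 ± 2.84 and 20.9 ± 1.23 RPKM) and FOXK1 (7.53 ± 4.14 and 5.42 ± 1.76 RPKM, with 15.8 RPKM in IB-431). The directions of MYOG and HDAC3 turned with both scalings. MYF6, another myogenic regulator, was 86.3 ± 70.9 RPKM in IB and 41.1 ± 35.9 RPKM in IBxDU (SD, n = 6 and 5, 26.2 RPKM without IBxDU-412, log2 fold change -1.13, SE 0.55, adjusted p = 0.612). Of 12 tested genes of the myogenic list 8 had a higher mean in IB and 4 in IBxDU (3 and 3 with the 2 scalings). The list fell in IBxDU (camera adjusted p = 0.0312, and adjusted p = 0.445 with an estimated correlation), with 0 members past over all genes, 0 adjusted over the list alone and 1 (MEF2D) at an unadjusted p under 0.05 in limma. This call ended without IB-323, IB-431, IBxDU-402 or IBxDU-429 (adjusted p up to 0.123).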

Due to the importance of muscle development in the pork industry, several studies have assessed the differential expression of myogenic regulatory factors between breeds with different muscle growth potential [20, 29, 83, 114]. The identification of these myogenic regulators as TRF in the present study, suggests that myogenesis is also activated immediately after birth, although it has been reported that expression significantly decreases in pigs after 90 days post-conception [114]. However, muscle development timing remains unclear, since it has also been hypothesized that muscle is still under development in 3 months-old Casertana pigs [83]. Moreover, genes involved in myogenesis inhibition (i.e. *SMAD* and *TWIST1*) were also identified as TRF affecting gene expression in IB and IBxDU pigs. 

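The factor that Table 4 names SMAD2 (ENSSSCG00000004952) is named SMAD3 in the gene table used here, and it was 9.94 ± 3.85 RPKM in IB and 9.89 ± 2.25 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.07, SE 0.29, adjusted p = 0.952 from limma). SMAD4, the partner of both in TGF-beta signalling, was 14.4 ± 1.53 RPKM in IB and 15.2 ± 2.38 RPKM in IBxDU (log2 fold change 0.07, SE 0.15, adjusted p = 0.910). TWIST1, a basic helix-loop-helix factor, was 1.58 ± 0.768 RPKM in IB and 2.16 ± 1.71 RPKM in IBxDU (1.52 RPKM without IBxDU-429, log2 fold change 0.22, SE 0.47, adjusted p = 0.900). Each difference was smaller than the spread between animals, and the directions of SMAD3 and SMAD4 turned with both scalings.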

The presence of both myogenesis activating and inhibiting genes reflects the complex regulation of this process in newborn piglets.

Muscle deposition not only depends on myogenesis; regulation of process such as angiogenesis, or protein degradation is also decisive in final muscle deposition. 

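HSF1, which induces heat shock proteins, was 22.7 ± 6.76 RPKM in IB and 28.2 ± 8.21 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.32, SE 0.25, adjusted p = 0.723 from limma), and HSF2 was 13.6 ± 4.42 RPKM in IB and 13.0 ± 4.32 RPKM in IBxDU (log2 fold change -0.07, SE 0.27, adjusted p = 0.941). SOX17, a factor of endothelial cells, was 5.77 ± 4.44 RPKM in IB and 4.86 ± 2.62 RPKM in IBxDU (an IB mean of 4.01 RPKM without IB-431, log2 fold change -0.16, SE 0.42, adjusted p = 0.918). The endothelial genes KDR (15.6 ± 4.99 and 17.9 ± 3.67 RPKM in IB and IBxDU) and PECAM1 (62.2 ± 12.7 and 72.4 ± 19.1 RPKM) were at like levels. Of 8 tested genes of the endothelium list 6 had a higher mean in IBxDU (5 and 5 with the 2 scalings), and the list did not pass (camera adjusted p = 0.976, and in limma 0 members over all genes, 0 adjusted over the list alone, 0 at an unadjusted p under 0.05).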

SOX17 and the heat shock transcription factor family members HSF1 and HSF2, involved in such processes [115–117], were identified in this TRF study.

To better understand interactions between the identified DE genes and TRF, a pathways enrichment analysis was performed combining information obtained in both analyses. The adipogenesis pathway was the most enriched pathway (S5 Table), accordingly with the differences in fatness observed in *BF* muscle of IB and IBxDU piglets. 

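Of 20 tested genes that the paper places in the adipogenesis pathway, 9 had a higher mean in IBxDU (8 and 8 with the 2 scalings, 9 to 12 without 1 animal) and 11 in IB. The study chose this list on these animals, so it is not independent evidence. It did not pass (camera adjusted p = 0.0791, direction downward, with a median log2 fold change of -0.06 and a mean of 0.01), and in limma 0 members passed over all genes, 0 adjusted over the list alone and 4 at an unadjusted p under 0.05. Both SLC2A4 identifiers had the smallest p-values of the list. Leaving out IB-330 brought the list to an adjusted p of 0.0491.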

As observed in Fig 6, the adipogenesis pathway includes several TRF (*ZFP423*, *P53*, *FOXO1*, *STAT5* or *EGR2*) and DE genes (*SLC4A2/GLUT4* and *DLK1*). It is noteworthy that *PPARG*, considered as the master regulator of adipogenesis, was not found to be DE or to regulate gene expression in newborn IB and IBxDU pigs. However, 6 out of the 8 identified TRFs involved in this pathway, regulated directly or indirectly the expression of *PPARG*.

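PPARG (ENSSSCG00000011579) was 3.63 ± 2.60 RPKM in IB and 5.65 ± 4.79 RPKM in IBxDU (SD, n = 6 and 5, log2 fold change 0.40, SE 0.57, adjusted p = 0.850 from limma, exact two-sided permutation p = 0.558). It varied within each genetic type, from 1.59 to 8.34 RPKM in IB and from 1.12 to 12.5 RPKM in IBxDU, where IBxDU-402 was highest.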

**Fig 6:**
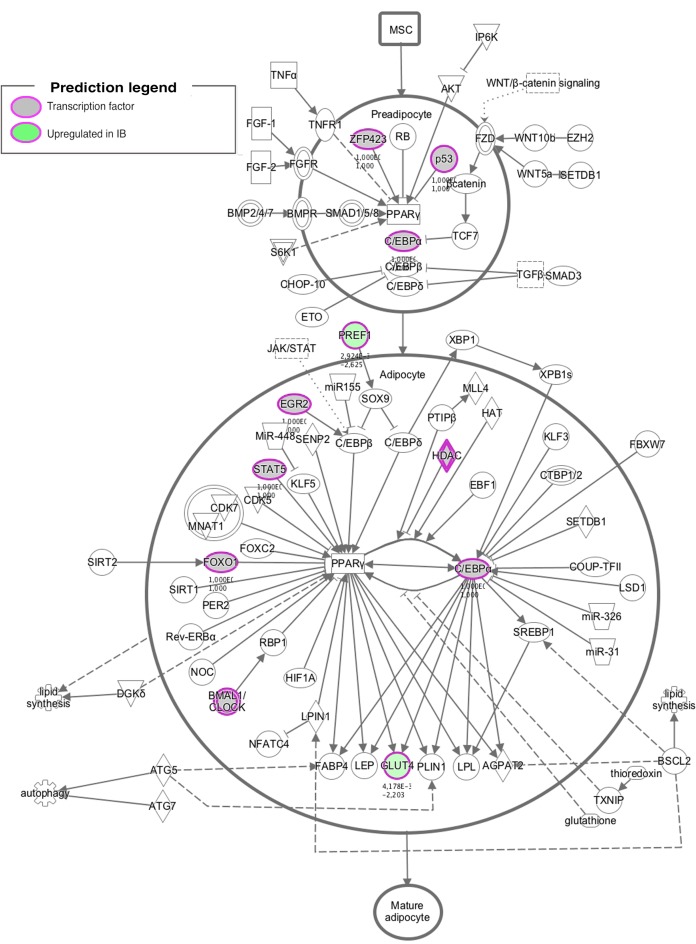
Adipogenesis pathway. Several transcription factors identified in the regulators study and two genes upregulated in Iberian pigs (*PREF1* and *GLUT4*) are involved in the adipogenesis pathway. Most of them are involved in *PPARG* expression or activation.

### Structural analysis from RNA-Seq sequence data

A total of 433,667 putative variants were identified in IB and 461,438 in IBxDU pigs.

The total numbers of polymorphisms meeting the filtering criteria, and the location, frequency, aminoacid change and variant type distribution in both genetic types are shown in Table 5. Both genetic types showed a similar variant number, with similar location and variant type distributions. Regarding variant frequency distribution, IB group showed slightly higher number of potentially fixed variants (frequency equal or higher than 90%) while crossbreds showed higher number of segregating variants (frequency lower than 90%), in agreement with the expectations for the comparison of one pure line with high inbreeding level as the Iberian pig [23] and an F1 cross. Nevertheless, frequency estimations have to be considered with caution due to the limited sample size. Variants at different allelic frequencies in both genetic types were of special interest, especially those potentially fixed in IB and segregating in IBxDU (7,741 variants). Moreover, variations in protein-coding regions may give rise to non-synonymous changes in the amino acid sequence of the encoded protein and thus, are more likely to affect the protein structure and function [118] probably leading to critical effects on a phenotype of interest [119]. Out of the 7,741 potentially relevant variants, 846 produced a non-synonymous change.

**Table 5:** Number of sequence variants present in IB and IBxDU pigs RNA-Seq data and its distribution according to localization, frequency and polymorphism type.

	IB	IBxDU
Total number of variants (after filtering)	120,998	125,382
Variant localization		
UTR Region	20,683	21,808
Coding region	100,315	103,574
Potentially fixed and segregating variants		
Fixed (γ≥90%)	46336	40454
Segregate (γ<90%)	74662	84928
AA change	18092	18556
Variant type		
SNV	88,415	92,416
MNV	11,842	11,873
Insertion	7,863	7,987
Deletion	9,539	9,699
Replacement	3,339	3,407

IB: Iberian purebred piglets

IBxDU: Duroc crossbred Iberian piglets

Filtering: Variants with coverage < 30 or frequency < 5% were dismissed

UTR Region: Untranslated region

AA change: Variants causing a aminoacid change in the protein

SNV: Single nucleotide variant

MNV: Multiple nucleotide variant

Replacement: Neighboring SNVs and insertions or deletions.

One of the goals of the present study was to identify structural variants in candidate genes involved in differences between IB and IBxDU piglets. Candidate genes were selected based on the following criteria: TRF simultaneously identified following IPA and RIF approaches (*EGR2*, *FOS*, *FOXO1*, *FOXO3*, *IRF1*, *NOS1*, *TRIM63*, *ABRA*, *ATF3* and *TP53*) and those coinciding with TRF previously identified in an IB and IBxDU piglets transcriptome comparison at 28 days of age (*HOXA9*, *STAT5B*, *ATF4* and *PPARGC1B*).

In order to identify structural variants in these strong candidate genes, we looked for differentially segregating SNPs in IB and IBxDU pigs. The total variant number in the whole set of selected genes was slightly larger in IBxDU than in IB pigs (365 and 294, respectively). Out of the identified variants, 177 were present in both genetic types, 117 were present uniquely in IB and 188 in IBxDU piglets. The supplementary file 6 (S6 Table) shows all the variants found in the 14 genes of interest. The genes *ATF4* and *HOXA9* did not show any polymorphism. The genes *ATF3*, *STAT5* and *ABRA* showed common polymorphisms between the two genetic types that were fixed or in high allelic frequency in IB pigs. Among them, *ABRA* presented 11 variants fixed in IB that segregate in IBxDU. None of these polymorphisms led to aminoacidic changes, nevertheless they might affect mRNA processing (splicing, maturation, stability, transport) and translation and thus, lead to altered mRNA folding and even expression [120]. Moreover, the 11 variants were found in cosegregation, which might lead to relevant changes in the mRNA. The identified forkhead family TRFs (*FOXO1* and *FOXO3A*) showed fixed and high frequency variants uniquely present in IBxDU pigs. Nevertheless, we identified a low frequency variant in IB pigs that produced a non-synonymous amino acid change in *FOXO1* gene. *NOS1* and *TP53* genes presented several variants in both genetic types. Variants in *NOS1* gene were mainly associated to the IBxDU type, two of them causing amino acid changes. On the other hand, variations in *TP53* were observed generally in IBxDU pigs. Considered as a tumor suppression gene, TP53 protein responds to diverse cellular stresses to regulate expression of target genes, thereby inducing cell cycle arrest, apoptosis, senescence, DNA repair, or changes in metabolism. It has been recently reported as a novel candidate for muscle development in pigs [121] and was also involved in the adipogenesis pathway (Fig 6). The *PPARGC1B* and *TRIM63* genes were the most polymorphic ones among the studied genes (89 and 94 variants, respectively). Some of the variants found in these genes were associated to amino acid change. One of the variants identified in the *PPARGC1B* gene, at medium frequency in IB and absent in IBxDU, was predicted by SIFT to produce a deleterious amino acid change. Also a GCA-deletion, fixed in IB and segregating in IBxDU pigs, produces the lack of an alanine residue in the coded PPARGC1B protein. On the other hand, 15 variants raised missense amino acid changes and 7 produced frameshift alteration in the *TRIM63* gene, which maintains muscle protein homeostasis by tagging the sarcomere proteins with ubiquitin for subsequent degradation by the UPS [122]. Moreover the polymorphism *ENSSSCT00000028044*:*c*.*163G>C* was predicted to be deleterious by SIFT metrics. Thus, these changes might potentially cause altered function in the proteins. Previous studies associated polymorphisms in *PPARGC1B* gene with type 2 diabetes [123] and subcutaneous adiposity [124] in human. Moreover, *PPARGC1A* codes for a homologous protein of *PPARGC1B* and has been associated in pigs to carcass composition traits such as leaf fat weight, backfat thickness, and belly weight in a Meishan cross population [125].

Variants showing different segregation between genetic types may be associated with functional genetic differences, which potentially could affect gene regulation and metabolism. Specially, the polymorphisms associated to aminoacid changes detected in *FOXO1*, *NOR-1* and *PPARGC1B* genes might be candidate polymorphisms to partially explain the differential muscle and adipose growth between IB and IBxDU.

## Conclusions

In the present study, differences in phenotype, transcriptome, metabolic pathways and transcriptional regulation were found between BF muscles from purebred and Duroc-crossbred Iberian newborn pigs. Phenotypic differences regarding body size, plasma cholesterol levels and IMF content were remarkable, even at this early age. This is concordant with the transcriptomic study, which revealed several DE genes related to adipose and muscle tissues development such as *DLK1*, *FGF21* and *UBC* genes. The interpretation of these results pointed out a differential regulation of several biological processes. For example, lipid metabolism and muscle atrophy were upregulated in IB pigs, in accordance with the greater adipose accretion and lower muscle growth observed in Iberian pig breed. However, muscle growth was upregulated in IBxDU pigs, characterized for a higher muscle development than IB pigs. These processes are closely related to meat quality and production traits. Protein catabolism and cholesterol metabolism were enriched in both genetic types, although phenotypic differences in plasma cholesterol suggest greater activation of this process in IB pigs. These results contribute to the understanding of molecular mechanisms driving phenotypic differences observed in IB and IBxDU pigs. Moreover, findings regarding lipid metabolism regulation might be of interest in research related to metabolic alterations in other species such as humans.

Also, we identified TRF that potentially regulate the observed transcriptomic differences. The different employed approaches allow highlighting several TRF especially interesting such as *CEBPs*, *EGRs*, *ATFs*, *PPARGC1B*, *FOXOs*, *TRIM63*, *MEFD2D*, *MYOD1* or *MYOG*.

Finally, genetic structural variations that might be associated to changes in expression and protein function were identified. Differentially segregating SNPs in IB and IBxDU piglets associated to those TRF that were more consistently identified were of special interest. Among them, *PPARGC1B* and *TRIM63* showed non-synonymous variants that might differentially regulate their function in IB and IBxDU pigs. Taken together, results found in the present study provide information about candidate genes and genetic polymorphisms potentially involved in phenotypic differences between IB and IBxDU associated to meat quality and production traits. Further validation of these genes and polymorphisms would contribute to their use in future breeding programs.

## Supporting Information

S1 Table Gene information, primer sequences, amplicon size and efficiency of genes selected for qPCR validation.

S2 Table Genes found differentially expressed between purebred (IB) and Duroc-crossbred (IBxDU) newborn pigs.

S3 Table RNA-Seq and qPCR validation results and correlation coefficient (r) between the two used methodologies.

S4 Table Enriched biological functions identified by IPA software in purebred (IB) and Duroc-crossbred (IBxDU) Iberian pigs (*p*<0.01).

S5 Table Canonical pathways enriched in IB and IBxDU animals based on DE genes and TFR identified either by IPA or by RIFs study.

S6 Table Structural variants identified in 14 candidate genes (*EGR2*, *FOS*, *FOXO1*, *FOXO3*, *IRF1*, *NOS1*, *TRIM63*, *ABRA*, *ATF3*, *TP53*, *HOXA9*, *STAT5B*, *ATF4* and *PPARGC1B)*.

## References

[1] ChangK, Da CostaN, BlackleyR, SouthwoodO, EvansG, PlastowG, et al Relationships of myosin heavy chain fibre types to meat quality traits in traditional and modern pigs. Meat Science. 2003;64(1):93–103. 2206266710.1016/s0309-1740(02)00208-5

[2] AstizS, Gonzalez‐BulnesA, AstizI, BarberoA, Perez‐SolanaM, Garcia‐RealI. Advanced onset of puberty after metformin therapy in swine with thrifty genotype. Experimental physiology. 2014;99(9):1241–52. 10.1113/expphysiol.2014.081455 25085845

[3] MurgianoL, D’AlessandroA, EgidiMG, CrisaA, ProsperiniG, TimperioAM, et al Proteomics and transcriptomics investigation on longissimus muscles in Large White and Casertana pig breeds. Journal of proteome research. 2010;9(12):6450–66. 10.1021/pr100693h 20968299

[4] López-BoteC. Sustained utilization of the Iberian pig breed. Meat science. 1998;49:S17–S27.22060709

[5] MuñozG, OviloC, SilióL, TomásA, NogueraJ, RodríguezM. Single-and joint-population analyses of two experimental pig crosses to confirm quantitative trait loci on chromosome 6 and leptin receptor effects on fatness and growth traits. Journal of animal science. 2009;87(2):459–68. 10.2527/jas.2008-1127 18952727

[6] OviloC, FernándezA, NogueraJ, BarragánC, LetónR, RodríguezC, et al Fine mapping of porcine chromosome 6 QTL and LEPR effects on body composition in multiple generations of an Iberian by Landrace intercross. Genetical research. 2005;85(01):57–67.1608903610.1017/s0016672305007330

[7] Fernandez-FigaresI, LachicaM, NietoR, Rivera-FerreM, AguileraJ. Serum profile of metabolites and hormones in obese (Iberian) and lean (Landrace) growing gilts fed balanced or lysine deficient diets. Livestock Science. 2007;110(1):73–81.

[8] Torres-RoviraL, AstizS, CaroA, Lopez-BoteC, OviloC, PallaresP, et al Diet-induced swine model with obesity/leptin resistance for the study of metabolic syndrome and type 2 diabetes. The Scientific World Journal. 2012;2012.10.1100/2012/510149PMC335444722629144

[9] VentanasS, VentanasJ, JuradoA, EstevezM. Quality traits in muscle biceps femoris and back-fat from purebred Iberian and reciprocal Iberian x Duroc crossbred pigs. Meat Science. 2006;73(4):651–9. 10.1016/j.meatsci.2006.03.009 .22062566

[10] WoodJD, EnserM, FisherAV, NuteGR, SheardPR, RichardsonRI, et al Fat deposition, fatty acid composition and meat quality: A review. Meat Science. 2008;78(4):343–58. 10.1016/j.meatsci.2007.07.019 .22062452

[11] SepeA, TchkoniaT, ThomouT, ZamboniM, KirklandJL. Aging and regional differences in fat cell progenitors–a mini-review. Gerontology. 2011;57(1):66–75. 10.1159/000279755 20110661PMC3031153

[12] GregoireFM, SmasCM, SulHS. Understanding adipocyte differentiation. Physiol Rev. 1998;78(3):783–809. Epub 1998/07/23. .967469510.1152/physrev.1998.78.3.783

[13] LiW, ZhaoS, HuangY, YangM, PanH, ZhangX, et al Expression of lipogenic genes during porcine intramuscular preadipocyte differentiation. Research in Veterinary Science. 2012;93(3):1190–4. 10.1016/j.rvsc.2012.06.006 .22795880

[14] OviloC, BenitezR, FernandezA, NunezY, AyusoM, FernandezA, et al Longissimus dorsi transcriptome analysis of purebred and crossbred Iberian pigs differing in muscle characteristics. Bmc Genomics. 2014;15 10.1186/1471-2164-15-413 .PMC407055124885501

[15] Ropka-MolikK, ZukowskiK, EckertR, GurgulA, PiorkowskaK, OczkowiczM. Comprehensive analysis of the whole transcriptomes from two different pig breeds using RNA-Seq method. Animal Genetics. 2014;45(5):674–84. 10.1111/age.12184 .24961663

[16] Pérez-EncisoM, FerrazAL, OjedaA, López-BéjarM. Impact of breed and sex on porcine endocrine transcriptome: a bayesian biometrical analysis. Bmc Genomics. 2009;10(1):89.1923969710.1186/1471-2164-10-89PMC2656523

[17] WickramasingheS, CánovasA, RincónG, MedranoJF. RNA-sequencing: a tool to explore new frontiers in animal genetics. Livestock Science. 2014;166:206–16.

[18] MarioniJ, MasonC, ManeS, StephensM, GiladY. RNA-seq: An assessment of technical reproducibility and comparison with gene expression arrays. Genome Research. 2008;18(9):1509–17. 10.1101/gr.079558.108 .18550803PMC2527709

[19] QianX, BaY, ZhuangQ, ZhongG. RNA-Seq technology and its application in fish transcriptomics. Omics: a journal of integrative biology. 2014;18(2):98–110. 10.1089/omi.2013.0110 24380445PMC3920896

[20] GhoshM, SodhiS, SongKD, KimJ, MongreR, SharmaN, et al Evaluation of body growth and immunity‐related differentially expressed genes through deep RNA sequencing in the piglets of Jeju native pig and Berkshire. Animal genetics. 2015;46(3):255–64. 10.1111/age.12281 25752324

[21] Pérez-MontareloD, MadsenO, AlvesE, RodríguezMC, FolchJM, NogueraJL, et al Identification of genes regulating growth and fatness traits in pig through hypothalamic transcriptome analysis. Physiological genomics. 2014;46(6):195–206. 10.1152/physiolgenomics.00151.2013 24280257PMC3949103

[22] Puig-Oliveras A, Ramayo-Caldas Y, Corominas J, Estellé J, Pérez-Montarelo D, Hudson NJ, et al. Differences in muscle transcriptome among pigs phenotypically extreme for fatty acid composition. 2014.10.1371/journal.pone.0099720PMC405728624926690

[23] Esteve-CodinaA, KoflerR, PalmieriN, BussottiG, NotredameC, Pérez-EncisoM. Exploring the gonad transcriptome of two extreme male pigs with RNA-seq. BMC genomics. 2011;12(1):552.2206732710.1186/1471-2164-12-552PMC3221674

[24] Te PasMF, KeuningE, Van De WielDJ, YoungJF, OksbjergN, KruijtL. Proteome profiles of Longissimus and Biceps femoris porcine muscles related to exercise and resting. Journal of Life Science. 2011;5:598–608.

[25] KarlssonA, EnfältA-C, Essén-GustavssonB, LundströmK, RydhmerL, SternS. Muscle histochemical and biochemical properties in relation to meat quality during selection for increased lean tissue growth rate in pigs. Journal of Animal Science. 1993;71(4):930–8. 847829310.2527/1993.714930x

[26] LefaucheurL, LebretB, EcolanP, LouveauI, DamonM, PrunierA, et al Muscle characteristics and meat quality traits are affected by divergent selection on residual feed intake in pigs. Journal of animal science. 2011;89(4):996–1010. 10.2527/jas.2010-3493 21148787

[27] AyusoM, FernándezA, IsabelB, ReyA, BenítezR, DazaA, et al Long term vitamin A restriction improves meat quality parameters and modifies gene expression in Iberian pigs. Journal of Animal Science. 2015.10.2527/jas.2014-857326115261

[28] Herault F, Vincent A, Dameron O, Le Roy P, Cherel P, Damon M. The longissimus and semimembranosus muscles display marked differences in their gene expression profiles in pig. 2014.10.1371/journal.pone.0096491PMC401451124809746

[29] ZhaoX, MoD, LiA, GongW, XiaoS, ZhangY, et al Comparative analyses by sequencing of transcriptomes during skeletal muscle development between pig breeds differing in muscle growth rate and fatness. PloS one. 2011;6(5):e19774 10.1371/journal.pone.0019774 21637832PMC3102668

[30] SeguraJ, López-BoteCJ. A laboratory efficient method for intramuscular fat analysis. Food Chem. 2014;145:821–5. Epub 2013/10/17. S0308-8146(13)01233-8 [pii] 10.1016/j.foodchem.2013.08.131 .24128551

[31] López-BoteCJ, ReyAI, IsabelB, SanzR. Effect of feeding diets high in monounsaturated fatty acids and alpha-tocopheryl acetate to rabbits on resulting carcass fatty acid profile and lipid oxidation. Anim Sci. 1997;64:177–86.

[32] CánovasA, RincónG, BevilacquaC, Islas-TrejoA, BrenautP, HoveyRC, et al Comparison of five different RNA sources to examine the lactating bovine mammary gland transcriptome using RNA-Sequencing. Scientific reports. 2014;4.10.1038/srep05297PMC538161125001089

[33] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, Van BarenMJ, et al Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nature biotechnology. 2010;28(5):511–5. 10.1038/nbt.1621 20436464PMC3146043

[34] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. 10.1093/bioinformatics/btp616 19910308PMC2796818

[35] KamburovA, PentchevK, GalickaH, WierlingC, LehrachH, HerwigR. ConsensusPathDB: toward a more complete picture of cell biology. Nucleic acids research. 2011;39(suppl 1):D712–D7.2107142210.1093/nar/gkq1156PMC3013724

[36] HudsonNJ, DalrympleBP, ReverterA. Beyond differential expression: the quest for causal mutations and effector molecules. BMC Genomics. 2012;13(1):356.2284939610.1186/1471-2164-13-356PMC3444927

[37] ReverterA, HudsonNJ, NagarajSH, Pérez-EncisoM, DalrympleBP. Regulatory impact factors: unraveling the transcriptional regulation of complex traits from expression data. Bioinformatics. 2010;26(7):896–904. 10.1093/bioinformatics/btq051 20144946

[38] AlmudevarA, KlebanovLB, QiuX, SalzmanP, YakovlevAY. Utility of correlation measures in analysis of gene expression. NeuroRx. 2006;3(3):384–95. 1681522110.1016/j.nurx.2006.05.037PMC3593386

[39] NgPC, HenikoffS. SIFT: Predicting amino acid changes that affect protein function. Nucleic acids research. 2003;31(13):3812–4. 1282442510.1093/nar/gkg509PMC168916

[40] AdzhubeiIA, SchmidtS, PeshkinL, RamenskyVE, GerasimovaA, BorkP, et al A method and server for predicting damaging missense mutations. Nature methods. 2010;7(4):248–9. 10.1038/nmeth0410-248 20354512PMC2855889

[41] VandesompeleJ, De PreterK, PattynF, PoppeB, Van RoyN, De PaepeA, et al Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome biology. 2002;3(7):research0034 1218480810.1186/gb-2002-3-7-research0034PMC126239

[42] SteibelJP, PolettoR, CoussensPM, RosaGJM. A powerful and flexible linear mixed model framework for the analysis of relative quantification RT-PCR data. Genomics. 2009;94(2):146–52. 10.1016/j.ygeno.2009.04.008 .19422910

[43] MironM, WoodyOZ, MarcilA, MurieC, SladekR, NadonR. A methodology for global validation of microarray experiments. Bmc Bioinformatics. 2006;7(1):333.1682230610.1186/1471-2105-7-333PMC1539027

[44] FuentesV, VentanasS, VentanasJ, EstevezM. The genetic background affects composition, oxidative stability and quality traits of Iberian dry-cured hams: Purebred Iberian versus reciprocal Iberian x Duroc crossbred pigs. Meat Science. 2014;96(2):737–43. 10.1016/j.meatsci.2013.10.010 .24200565

[45] RobinaA, VigueraJ, Perez-PalaciosT, MayoralAI, VivoJM, GuillenMT, et al Carcass and meat quality traits of Iberian pigs as affected by sex and crossbreeding with different Duroc genetic lines. Span J Agric Res. 2013;11(4):1057–67. 10.5424/sjar/2013114-4637 .

[46] SerranoM, ValenciaD, NietoM, LázaroR, MateosG. Influence of sex and terminal sire line on performance and carcass and meat quality of Iberian pigs reared under intensive production systems. Meat science. 2008;78(4):420–8. 10.1016/j.meatsci.2007.07.006 22062461

[47] Torres-RoviraL, TarradeA, AstizS, MourierE, Perez-SolanaM, De La CruzP, et al Sex and breed-dependent organ development and metabolic responses in foetuses from lean and obese/leptin resistant swine. PloS one. 2013;8(7):1–9.10.1371/journal.pone.0066728PMC372083723935823

[48] PalinskiW. Maternal–Fetal Cholesterol Transport in the Placenta Good, Bad, and Target for Modulation. Circulation research. 2009;104(5):569–71. 10.1161/CIRCRESAHA.109.194191 19286612

[49] WoollettLA. The origins and roles of cholesterol and fatty acids in the fetus. Current opinion in lipidology. 2001;12(3):305–12. 1135333410.1097/00041433-200106000-00010

[50] WadsackC, TabanoS, MaierA, HidenU, AlvinoG, CozziV, et al Intrauterine growth restriction is associated with alterations in placental lipoprotein receptors and maternal lipoprotein composition. American Journal of Physiology-Endocrinology and Metabolism. 2007;292(2):E476–E84. 1700323410.1152/ajpendo.00547.2005

[51] HerreraE. Implications of dietary fatty acids during pregnancy on placental, fetal and postnatal development—a review. Placenta. 2002;23:S9–S19. 1197805510.1053/plac.2002.0771

[52] HerreraE, AmusquivarE, Lopez-SoldadoI, OrtegaH. Maternal lipid metabolism and placental lipid transfer. Hormone Research in Paediatrics. 2006;65(Suppl. 3):59–64.10.1159/00009150716612115

[53] ColemanRA, HaynesEB. Microsomal and lysosomal enzymes of triacylglycerol metabolism in rat placenta. Biochem J. 1984;217:391–7. 669673810.1042/bj2170391PMC1153229

[54] SzaboAJ, GrimaldiRD, de LellisR. Triglyceride synthesis by the human placenta. American Journal of Obstetrics & Gynecology. 1973;115(2):263–6.4691844

[55] Gonzalez-BulnesA, Torres-RoviraL, OviloC, AstizS, Gomez-IzquierdoE, Gonzalez-AñoverP, et al Reproductive, endocrine and metabolic feto-maternal features and placental gene expression in a swine breed with obesity/leptin resistance. General and comparative endocrinology. 2012;176(1):94–101. 10.1016/j.ygcen.2011.12.038 22251656

[56] LuoX, YuC, FuC, ShiW, WangX, ZengC, et al Identification of the differentially expressed genes associated with familial combined hyperlipidemia using bioinformatics analysis. Molecular medicine reports. 2015;11(6):4032–8. 10.3892/mmr.2015.3263 25625967PMC4394960

[57] MataP, AlonsoR, Ruíz-GarciaA, Díaz-DíazJL, GonzálezN, Gijón-CondeT, et al Hiperlipidemia familiar combinada: documento de consenso. Atención Primaria. 2014;46(8):440–6. 10.1016/j.aprim.2014.04.013 25034722PMC6985613

[58] GranucciF, PetraliaF, UrbanoM, CitterioS, Di TotaF, SantambrogioL, et al The scavenger receptor MARCO mediates cytoskeleton rearrangements in dendritic cells and microglia. Blood. 2003;102(8):2940–7. 1284299710.1182/blood-2002-12-3651

[59] KabirSM, LeeE-S, SonD-S. Chemokine network during adipogenesis in 3T3-L1 cells: Differential response between growth and proinflammatory factor in preadipocytes vs. adipocytes. Adipocyte. 2014;3(2):97–106. 10.4161/adip.28110 24719782PMC3979886

[60] AnnayevY, AdarS, Chiou Y-Y, LiebJD, SancarA, YeR. Gene model 129 (Gm129) encodes a novel transcriptional repressor that modulates circadian gene expression. Journal of Biological Chemistry. 2014;289(8):5013–24. 10.1074/jbc.M113.534651 24385426PMC3931061

[61] Merbitz-ZahradnikT, WolfE. How is the inner Circadian Clock controlled by interactive clock proteins? FEBS letters. 2015.10.1016/j.febslet.2015.05.02425999309

[62] FonkenLK, NelsonRJ. The effects of light at night on circadian clocks and metabolism. Endocrine reviews. 2014;35(4):648–70. 10.1210/er.2013-1051 24673196

[63] ShimbaS, OgawaT, HitosugiS, IchihashiY, NakadairaY, KobayashiM, et al Deficient of a clock gene, brain and muscle Arnt-like protein-1 (BMAL1), induces dyslipidemia and ectopic fat formation. PloS one. 2011;6(9):e25231 10.1371/journal.pone.0025231 21966465PMC3178629

[64] ThompsonMR, XuD, WilliamsBR. ATF3 transcription factor and its emerging roles in immunity and cancer. Journal of molecular medicine. 2009;87(11):1053–60. 10.1007/s00109-009-0520-x 19705082PMC2783469

[65] HaiT, HartmanMG. The molecular biology and nomenclature of the activating transcription factor/cAMP responsive element binding family of transcription factors: activating transcription factor proteins and homeostasis. Gene. 2001;273(1):1–11. 1148335510.1016/s0378-1119(01)00551-0

[66] FrancescR, JoanV, ElayneH, MartaG, FrancescV. FGF21 expression and release in muscle cells: involvement of MyoD and regulation by mitochondria-driven signalling. Biochemical Journal. 2014;463(2):191–9. 10.1042/BJ20140403 25055037

[67] LinH-Q, ChoiR, ChanK-L, IpD, Tsim KW-k, Wan DC-c. Differential gene expression profiling on the muscle of acetylcholinesterase knockout mice: A preliminary analysis. Chemico-biological interactions. 2010;187(1):120–3.2038147710.1016/j.cbi.2010.03.054

[68] StevensonEJ, GiresiPG, KoncarevicA, KandarianSC. Global analysis of gene expression patterns during disuse atrophy in rat skeletal muscle. The Journal of physiology. 2003;551(1):33–48.1284450910.1113/jphysiol.2003.044701PMC2343139

[69] Wallberg-HenrikssonH, ZierathJR. GLUT4: a key player regulating glucose homeostasis? Insights from transgenic and knockout mice. Molecular membrane biology. 2001;18(3):205–11. 1168178710.1080/09687680110072131

[70] WangY, HudakC, SulHS. Role of preadipocyte factor 1 in adipocyte differentiation. Clinical lipidology. 2010;5(1):109–15. 2041435610.2217/clp.09.80PMC2856086

[71] CagnazzoM, Te PasM, PriemJ, De WitA, PoolM, DavoliR, et al Comparison of prenatal muscle tissue expression profiles of two pig breeds differing in muscle characteristics. Journal of animal science. 2006;84(1):1–10. 1636148510.2527/2006.8411

[72] ZhangGH, LuJX, ChenY, ZhaoYQ, GuoPH, YangJT, et al Comparison of the adipogenesis in intramuscular and subcutaneous adipocytes from Bamei and Landrace pigs. Biochemistry and Cell Biology. 2014;92(4):259–67. 10.1139/bcb-2014-0019 24943241

[73] HamamD, AliD, VishnubalajiR, HamamR, Al-NbaheenM, ChenL, et al microRNA-320/RUNX2 axis regulates adipocytic differentiation of human mesenchymal (skeletal) stem cells. Cell death & disease. 2014;5(10):e1499.2535686810.1038/cddis.2014.462PMC4237271

[74] WangZ, GersteinM, SnyderM. RNA-Seq: a revolutionary tool for transcriptomics. Nature Reviews Genetics. 2009;10(1):57–63. 10.1038/nrg2484 19015660PMC2949280

[75] ButlerAA, RoithDL. CONTROL OF GROWTH BY THE SOMATROPIC AXIS: Growth Hormone and the Insulin-Like Growth Factors Have Related and Independent Roles 1. Annual review of physiology. 2001;63(1):141–64.10.1146/annurev.physiol.63.1.14111181952

[76] GerfaultV, LouveauI, MourotJ. The effect of GH and IGF-I on preadipocytes from Large White and Meishan pigs in primary culture. General and comparative endocrinology. 1999;114(3):396–404. 1033682710.1006/gcen.1999.7271

[77] WabitschM, HaunerH, HeinzeE, TellerWM. The role of growth hormone/insulin-like growth factors in adipocyte differentiation. Metabolism. 1995;44(10 Suppl 4):45–9. Epub 1995/10/01. .747631110.1016/0026-0495(95)90220-1

[78] IwasakiS, MiyakeM, HayashiS, WatanabeH, NagasawaY, TeradaS, et al Effect of Myostatin on Chemokine Expression in Regenerating Skeletal Muscle Cells. Cells Tissues Organs. 2013;198(1):66–74. 10.1159/000351462 23838214

[79] PoseyAD, SwansonKE, AlvarezMG, KrishnanS, EarleyJU, BandH, et al EHD1 mediates vesicle trafficking required for normal muscle growth and transverse tubule development. Developmental biology. 2014;387(2):179–90. 10.1016/j.ydbio.2014.01.004 24440153PMC3987670

[80] FrateschiS, KeppnerA, MalsureS, IwaszkiewiczJ, SergiC, MerillatA-M, et al Mutations of the serine protease CAP1/Prss8 lead to reduced embryonic viability, skin defects, and decreased ENaC activity. The American journal of pathology. 2012;181(2):605–15. 10.1016/j.ajpath.2012.05.007 22705055

[81] MoinardC, Le PlenierS, NoirezP, MorioB, Bonnefont-RousselotD, KharchiC, et al Citrulline Supplementation Induces Changes in Body Composition and Limits Age-Related Metabolic Changes in Healthy Male Rats. The Journal of Nutrition. 2015:jn200626.10.3945/jn.114.20062626019250

[82] BredtDS. Nitric oxide signaling specificity—the heart of the problem. Journal of cell science. 2003;116(1):9–15.1245671110.1242/jcs.00183

[83] D’AndreaM, Dal MonegoS, PallaviciniA, ModonutM, DreosR, StefanonB, et al Muscle transcriptome profiling in divergent phenotype swine breeds during growth using microarray and RT‐PCR tools. Animal genetics. 2011;42(5):501–9. 10.1111/j.1365-2052.2010.02164.x 21906101

[84] KimN-K, ParkH-R, LeeH-C, YoonD, SonE-S, KimY-S, et al Comparative studies of skeletal muscle proteome and transcriptome profilings between pig breeds. Mammalian Genome. 2010;21(5–6):307–19. 10.1007/s00335-010-9264-8 20532784

[85] JaitovichA, AnguloM, LecuonaE, DadaLA, WelchLC, ChengY, et al High CO2 Levels Cause Skeletal Muscle Atrophy via AMP-activated Kinase (AMPK), FoxO3a Protein, and Muscle-specific Ring Finger Protein 1 (MuRF1). Journal of Biological Chemistry. 2015;290(14):9183–94. 10.1074/jbc.M114.625715 25691571PMC4423704

[86] DamonM, Wyszynska-KokoJ, VincentA, HeraultF, LebretB. Comparison of muscle transcriptome between pigs with divergent meat quality phenotypes identifies genes related to muscle metabolism and structure. PLoS One. 2012;7(3):e33763 10.1371/journal.pone.0033763 22470472PMC3312351

[87] Rivera-FerreM, AguileraJ, NietoR. Muscle fractional protein synthesis is higher in Iberian than in Landrace growing pigs fed adequate or lysine-deficient diets. The Journal of nutrition. 2005;135(3):469–78. 1573508010.1093/jn/135.3.469

[88] KocM, MayerováV, KračmerováJ, MairalA, MališováL, ŠtichV, et al Stress of endoplasmic reticulum modulates differentiation and lipogenesis of human adipocytes. Biochemical and biophysical research communications. 2015;460(3):684–90. 10.1016/j.bbrc.2015.03.090 25813485

[89] ZhengZ, ZhangC, ZhangK. Role of unfolded protein response in lipogenesis. World journal of hepatology. 2010;2(6):203 10.4254/wjh.v2.i6.203 21160998PMC2999286

[90] PajukantaP, LiljaHE, SinsheimerJS, CantorRM, LusisAJ, GentileM, et al Familial combined hyperlipidemia is associated with upstream transcription factor 1 (USF1). Nature genetics. 2004;36(4):371–6. 1499105610.1038/ng1320

[91] PushpakomSP, OwenA, BackDJ, PirmohamedM. RXRγ gene variants are associated with HIV lipodystrophy. Pharmacogenetics and genomics. 2013;23(8):438–41. 10.1097/FPC.0b013e328362cfc6 23759678

[92] BeckerB, MisfeldtM. Evaluation of the mitogen-induced proliferation and cell surface differentiation antigens of lymphocytes from pigs 1 to 30 days of age. Journal of animal science. 1993;71(8):2073–8. 837623110.2527/1993.7182073x

[93] SutherlandM, Rodriguez-ZasS, EllisM, Salak-JohnsonJ. Breed and age affect baseline immune traits, cortisol, and performance in growing pigs. Journal of animal science. 2005;83(9):2087–95. 1610006310.2527/2005.8392087x

[94] Bergman I-M, RosengrenJK, EdmanK, EdforsI. European wild boars and domestic pigs display different polymorphic patterns in the Toll-like receptor (TLR) 1, TLR2, and TLR6 genes. Immunogenetics. 2010;62(1):49–58. 10.1007/s00251-009-0409-4 19953243

[95] AmaralAJ, FerrettiL, Megens H-J, CrooijmansR, NieH, Ramos-OnsinsSE, et al Genome-wide footprints of pig domestication and selection revealed through massive parallel sequencing of pooled DNA. PloS one. 2011;6(4):e14782 10.1371/journal.pone.0014782 21483733PMC3070695

[96] BalasubramanyamA. The role of the immune system in obesity and insulin resistance. Journal of obesity. 2013;2013.10.1155/2013/616193PMC361893523577240

[97] ExleyMA, HandL, O'SheaD, LynchL. Interplay between the immune system and adipose tissue in obesity. Journal of Endocrinology. 2014;223(2):R41–R8. 10.1530/JOE-13-0516 25228503

[98] XingK, ZhuF, ZhaiL, LiuH, WangY, WangZ, et al Integration of Transcriptome and Whole Genomic Resequencing Data to Identify Key Genes Affecting Swine Fat Deposition. 2015.10.1371/journal.pone.0122396PMC438851825849573

[99] VeumV, DankelS, GjerdeJ, NielsenH, SolsvikM, HaugenC, et al The nuclear receptors NUR77, NURR1 and NOR1 in obesity and during fat loss. International Journal of Obesity. 2012;36(9):1195–202. 10.1038/ijo.2011.240 22143616

[100] BoyleKB, HadaschikD, VirtueS, CawthornWP, RidleySH, O'RahillyS, et al The transcription factors Egr1 and Egr2 have opposing influences on adipocyte differentiation. Cell Death & Differentiation. 2009;16(5):782–9.1922925010.1038/cdd.2009.11PMC2670277

[101] BerkersCR, MaddocksOD, CheungEC, MorI, VousdenKH. Metabolic regulation by p53 family members. Cell metabolism. 2013;18(5):617–33. 10.1016/j.cmet.2013.06.019 23954639PMC3824073

[102] VousdenKH, RyanKM. p53 and metabolism. Nature Reviews Cancer. 2009;9(10):691–700. 10.1038/nrc2715 19759539

[103] HannenhalliS, KaestnerKH. The evolution of Fox genes and their role in development and disease. Nature Reviews Genetics. 2009;10(4):233–40. 10.1038/nrg2523 19274050PMC2733165

[104] WijchersP, BurbachJ, SmidtM. In control of biology: of mice, men and Foxes. Biochem J. 2006;397:233–46. 1679252610.1042/BJ20060387PMC1513289

[105] GuptaD, LeahyAA, MongaN, PeshavariaM, JettonTL, LeahyJL. Peroxisome Proliferator-activated Receptor γ (PPARγ) and Its Target Genes Are Downstream Effectors of FoxO1 Protein in Islet β-Cells MECHANISM OF β-CELL COMPENSATION AND FAILURE. J Biol Chem. 2013;288(35):25440–9. 10.1074/jbc.M113.486852 23788637PMC3757206

[106] AllenDL, UntermanTG. Regulation of myostatin expression and myoblast differentiation by FoxO and SMAD transcription factors. American Journal of Physiology-Cell Physiology. 2007;292(1):C188–C99. 1688539310.1152/ajpcell.00542.2005

[107] HakunoF, YamauchiY, KanekoG, YoneyamaY, NakaeJ, ChidaK, et al Constitutive expression of insulin receptor substrate (IRS)-1 inhibits myogenic differentiation through nuclear exclusion of Foxo1 in L6 myoblasts. PloS one. 2011;6(10):e25655 10.1371/journal.pone.0025655 21991327PMC3185002

[108] HandschinC, SpiegelmanBM. Peroxisome proliferator-activated receptor gamma coactivator 1 coactivators, energy homeostasis, and metabolism. Endocr Rev. 2006;27(7):728–35. Epub 2006/10/05. 10.1210/er.2006-0037 .17018837

[109] DemmerleJ, KochAJ, HolaskaJM. Emerin and histone deacetylase 3 (HDAC3) cooperatively regulate expression and nuclear positions of MyoD, Myf5, and Pax7 genes during myogenesis. Chromosome Research. 2013;21(8):765–79. 10.1007/s10577-013-9381-9 24062260PMC4829207

[110] EdmondsonDG, ChengT, CserjesiP, ChakrabortyT, OlsonEN. Analysis of the myogenin promoter reveals an indirect pathway for positive autoregulation mediated by the muscle-specific enhancer factor MEF-2. Molecular and cellular biology. 1992;12(9):3665–77. 132440310.1128/mcb.12.9.3665-3677.1992PMC360220

[111] IvanaL, OhkawaY, BerkesCA, BergstromDA, DacwagCS, TapscottSJ, et al MyoD targets chromatin remodeling complexes to the myogenin locus prior to forming a stable DNA-bound complex. Molecular and cellular biology. 2005;25(10):3997–4009. 1587027310.1128/MCB.25.10.3997-4009.2005PMC1087700

[112] Nabeshima Y, Hanaoka K, Hayasaka M, Esuml E, Li S, Nonaka I, et al. Myogenin gene disruption results in perinatal lethality because of severe muscle defect. 1993.10.1038/364532a08393146

[113] ShiX, WallisAM, GerardRD, VoelkerKA, GrangeRW, DePinhoRA, et al Foxk1 promotes cell proliferation and represses myogenic differentiation by regulating Foxo4 and Mef2. Journal of cell science. 2012;125(22):5329–37.2295654110.1242/jcs.105239PMC3561855

[114] ZhaoY, LiJ, LiuH, XiY, XueM, LiuW, et al Dynamic transcriptome profiles of skeletal muscle tissue across 11 developmental stages for both Tongcheng and Yorkshire pigs. BMC genomics. 2015;16(1):377.2596250210.1186/s12864-015-1580-7PMC4437458

[115] Lee S-H, LeeS, YangH, SongS, KimK, SaundersTL, et al Notch pathway targets proangiogenic regulator Sox17 to restrict angiogenesis. Circulation research. 2014;115(2):215–26. 10.1161/CIRCRESAHA.115.303142 24755984

[116] NishizawaS, KoyaT, OhnoY, GotoA, IkuitaA, SuzukiM, et al Regeneration of injured skeletal muscle in heat shock transcription factor 1‐null mice. Physiological reports. 2013;1(3):e00071 10.1002/phy2.71 24303143PMC3835021

[117] YasuharaK, OhnoY, KojimaA, UeharaK, BeppuM, SugiuraT, et al Absence of heat shock transcription factor 1 retards the regrowth of atrophied soleus muscle in mice. Journal of Applied Physiology. 2011;111(4):1142–9. 10.1152/japplphysiol.00471.2011 21817109

[118] UzunA, LeslinCM, AbyzovA, IlyinV. Structure SNP (StSNP): a web server for mapping and modeling nsSNPs on protein structures with linkage to metabolic pathways. Nucleic acids research. 2007;35(suppl 2):W384–W92.1753782610.1093/nar/gkm232PMC1933130

[119] FanB, LkhagvadorjS, CaiW, YoungJ, SmithR, DekkersJ, et al Identification of genetic markers associated with residual feed intake and meat quality traits in the pig. Meat Science. 2010;84(4):645–50. 10.1016/j.meatsci.2009.10.025 20374837

[120] JohnsonAD, ZhangY, PappAC, PinsonneaultJK, LimJ-E, SaffenD, et al Polymorphisms affecting gene transcription and mRNA processing in pharmacogenetic candidate genes: detection through allelic expression imbalance in human target tissues. Pharmacogenetics and genomics. 2008;18(9):781 10.1097/FPC.0b013e3283050107 18698231PMC2779843

[121] VerardoL, NascimentoC, SilvaF, GasparinoE, MartinsM, ToriyamaE, et al Identification and validation of differentially expressed genes from pig skeletal muscle. Journal of Animal Breeding and Genetics. 2013;130(5):372–81. 10.1111/jbg.12006 24074174

[122] ChenSN, CzernuszewiczG, TanY, LombardiR, JinJ, WillersonJT, et al Human molecular genetic and functional studies identify TRIM63, encoding Muscle RING Finger Protein 1, as a novel gene for human hypertrophic cardiomyopathy. Circul Res. 2012;111(7):907–19.10.1161/CIRCRESAHA.112.270207PMC348231222821932

[123] VillegasR, WilliamsSM, GaoYT, LongJ, ShiJ, CaiH, et al Genetic Variation in the Peroxisome Proliferator‐Activated Receptor (PPAR) and Peroxisome Proliferator‐Activated Receptor Gamma Co‐activator 1 (PGC1) Gene Families and Type 2 Diabetes. Annals of human genetics. 2014;78(1):23–32. 10.1111/ahg.12044 24359475PMC3936468

[124] FranksPW, ChristophiCA, JablonskiKA, BillingsLK, DelahantyLM, HortonES, et al Common variation at PPARGC1A/B and change in body composition and metabolic traits following preventive interventions: the Diabetes Prevention Program. Diabetologia. 2014;57(3):485–90. 10.1007/s00125-013-3133-4 24317794PMC4154629

[125] JacobsK, RohrerG, Van PouckeM, PiumiF, YerleM, BarthenschlagerH, et al Porcine PPARGC1A (peroxisome proliferative activated receptor gamma coactivator 1A): coding sequence, genomic organization, polymorphisms and mapping. Cytogenetic and genome research. 2006;112(1–2):106–13. 1627609810.1159/000087521

[126] HulbertA, PamplonaR, BuffensteinR, ButtemerW. Life and death: metabolic rate, membrane composition, and life span of animals. Physiol Rev. 2007;87(4):1175–213. 1792858310.1152/physrev.00047.2006

How the deposited data were processed for this re-analysis (not part of the article)

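The samples are Biceps femoris muscle of newborn male piglets, 6 of the Iberian genetic type (IB) and 5 Iberian x Duroc (IBxDU). The labels describe 12 animals, of which 1 IBxDU animal had no values in the table and was not analysed here. The paper states that 1 IBxDU animal was discarded because it deviated in clustering. The paper takes piglets from several litters, but the litter, batch and date of each animal are not given in the sources used here, so the model holds the genetic type alone and littermates count as independent animals.

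The authors mapped reads to the Sscrofa10.2 genome in CLC Bio Genomic Workbench and deposited 1 RPKM value per gene and animal. The authors also deposited an unadjusted p-value per gene from their comparison of the genetic types, which is read here only to compare with the values of the supplementary tables. The signed fold change per gene that the authors deposited is held as a score, positive where IBxDU is higher, and was made by their comparison in the same program.

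The planned test on exon read counts was replaced by the test planned for normalized values, because the table holds RPKM. Of 22861 genes, 16953 were above 0 in at least 1 animal. The value of 1 read was found per gene and animal from the steps between low values, and 16897 genes (99.67%) gave whole reads to within 0.02 reads. From these, 8852956 to 15327763 exon reads per animal were recovered, with a median of 11382157.5 in IB and 10810887 in IBxDU. The other 56 genes above 0 added no reads, so these sums understate the exon reads. The search ended at an upper limit and could not recover the most abundant genes, so the missing share may be large. Genes near 0.5 RPKM rest on few reads in each animal.

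Values were taken as log2(RPKM + 0.1). Genes with a group mean above 0.5 RPKM in at least 1 group entered, 11875 in all, and were tested with limma 3.58.1 (trended empirical Bayes, R 4.3.3, statmod 1.5.0). P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The thresholds of the paper, an unadjusted p of 0.01 or less and a fold of 1.5 or more, were applied to the same fit. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists, and by counts of members that passed over all genes and over the list alone. Of 690 list symbols 447 were matched to a gene and 405 list members were tested. The lists cover adipocytes, preadipocytes, lipogenesis, fatty acid oxidation, cholesterol synthesis, LXR/RXR, glucose and insulin, growth hormone and IGF, muscle atrophy, proteasome, heat shock, unfolded protein response, integrated stress response, immediate early genes, clock genes, slow and fast fibres, developmental sarcomere, myogenic factors, actin cytoskeleton, citrulline and nitric oxide, chemokines, macrophages, T cells, B cells, lymph node stroma, neutrophils, endothelium, red cells, epithelium, nerve, connective tissue, cell cycle, respiratory chain, immunoproteasome and 3 lists of genes that the study named. Exact permutation p-values for single genes come from all 462 relabelings of 6 animals against 5, of which the smallest possible is 0.00433.

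The genes named are those the paper names in the sentence beside a passage, those past the threshold over all genes or otherwise the 10 with the smallest p in each direction, and from each list up to 4 members with the smallest p and the members that passed over the list alone. The values of the supplementary tables had been seen when this rule was written. PLIN1, CLEC4G, the STAB2 ortholog, TRBC1, DEFB1 and the second RPL14 copy were added after their values were seen. Gene names were read from a gene table for 11450 identifiers, from Table 4 for 17, from S1 Table for 3, from S2 Table for 32 and from its human orthologs for 15, and 11344 have no name.

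Regulatory impact factors followed the formulae of the paper on log2(RPKM + 0.1), with the 149 genes of S2 Table as targets, and were standardised over the 11875 genes instead of the paper's factors. Their correlation with Table 4 was tested with 100000 permutations. Computations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

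The steps were tested on simulated data of 11875 genes in 5 runs with 100 changed genes per size. At a log2 fold change of 1, 39.4% were recovered, at 2, 88%, with 7.4 false calls on average and 0 without a difference. A shifted list was found in 5 of 5 runs. Each gene was drawn independently here, so these runs do not show how the list tests behave when members vary together. In the animals, camera estimated a correlation of 0.59 between members of the unfolded protein response list. In the simulation of the impact factors at 6 against 5 animals, a rewired regulator of 150 was ranked first by RIF1 in 10 and by RIF2 in 20 of 20 runs, and at 30 against 30 by both in 20 of 20 runs.

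The alternatives tried were a pseudocount of 1, no filter on low values, upper quartile and median-of-ratios scaling, other set tests, other scales for the impact factors and the concordance coefficient, and leaving out each animal in turn. Limma voom on the recovered reads and robust empirical Bayes in limma were added after seeing the data. The values of some genes that the lists include are not reported here, and the results of the lists count them.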

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

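The 3 tests on IBxDU-402 were chosen after its values were seen. In 304 groups of 5 or 6 animals (152 genes), 18 held an animal far from the others by Dixon's criterion at 95%, and IBxDU-402 was that animal in 7. Of these genes 6 had been added after their values were seen, 4 of them because IBxDU-402 was high. In the 292 groups of the other 146 genes 14 held such an animal, about as many as chance gives (14.6), and IBxDU-402 was that animal in 3. Over the expressed genes, however, IBxDU-402 stood apart. Its mean correlation with the other animals was the lowest (0.9148, next 0.9393 in IBxDU-429), and it was farthest out on the first principal component (70.2).

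In IBxDU, IBxDU-402 was far above the others for CXCL13 (7.3 RPKM against 0.0252 to 0.178), CCL19 (39.6 against 1.54 to 3.45), CLEC4G (6.71 against 0 to 0.113), the STAB2 ortholog (3.07 against 0 to 0.0452), TRBC1 (2.58 against 0.0365 to 0.139) and DEFB1 (8.75 against 0 to 0.249). It was far below them for PPARGC1B (3.17 against 7.04 to 9.55). IBxDU-429 was far above for ATF6 (21.6 against 11.7 to 13.5) and MYH3 (45.4 against 11.4 to 13.6) and far below for MYOD1 (22.4 against 29.6 to 32.2). IBxDU-427 was far below for MTHFD2 (8.1 against 13.5 to 15.3) and IBxDU-412 for NOS1 (0.873 against 1.82 to 2.3). In IB, IB-431 was far above for FOXK1 (15.8 against 4.34 to 6.36) and MYLIP (8.27 against 3.92 to 5.05) and IB-323 for ACHE (26.2 against 8.41 to 12.8). IB-503 was far below for STAT5B (16 against 24.3 to 30.2), IB-345 for CYSRT1 (0.664 against 0.854 to 0.981) and IB-330 for TNNI1 (113 against 613 to 1099).

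Without IBxDU-402 the median log2 fold change of MARCO, CXCL13, CLEC4G, the STAB2 ortholog, TRBC1 and DEFB1 was -0.05 (SE 0.15, 1.08 with it). As 4 of the 6 were chosen because IBxDU-402 was high, this leaves a difference between the genetic types open. IBxDU-402 was the highest of 11 animals for 14 of 16 T and B cell markers, where 1.5 would be expected by chance if the markers did not vary together, consistent with lymph node tissue in that sample. Lymph node alone was not shown, since the connective tissue list of IBxDU-402 was raised (median log2 difference 1.91, SE 0.12) like its macrophage list (2.36, SE 0.67). Its adipocyte list was also raised (2.22, SE 0.63), but less apart from single animals. The mean standardised value of that list was 0.815 in IBxDU-402 and 0.913 in IB-323. For the macrophage list it was 2.266 in IBxDU-402, and the next highest was 0.354 in IB-330. The macrophage list of IBxDU-402 exceeded its endothelium list by 2.23 (SE 0.71) in median log2 difference from the other animals. The SEs of these lists are taken over genes within 1 animal. Camera estimated a correlation of 0.79 between members of the macrophage list, so its SE is likely too small. That list also holds MARCO, 1 of the 6 genes at issue. Within these limits, the gap argues against fewer fibres with more of every other cell type. Immune cells that had entered the muscle itself were not tested apart from lymph node tissue.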

How the results depend on the processing

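The tests here were set with the lists, and voom and robust empirical Bayes were chosen after seeing the data. Of 3456 alternative values 3312 stayed on their side of the threshold or, for counts, correlations and the concordance coefficient, within the range set for them (1.5 times, or the spread). For the 152 named genes it was 2571 of 2584 values, of which some that did not pass turned in direction (57 values of 19 genes, 6 genes by a scaling). For the lists it was 558 of 629, of which 47 that did not pass turned in direction, with 58 lost, 12 gained and 1 past the threshold in the other direction: the macrophage list without IBxDU-402 was lower in IBxDU (camera adjusted p = 0.0123, against up to 0.9651 without other animals). Genes higher in IBxDU at an adjusted p under 0.05 in limma numbered 1 with upper quartile and 1 with median-of-ratios scaling and 1 to 2 without 1 animal. At the paper's thresholds, genes higher in IB numbered 127 and 138 with these scalings and 41 (without IBxDU-426) to 131 (without IBxDU-412), and genes higher in IBxDU 70 and 64, and 53 (without IBxDU-429) to 252 (without IBxDU-412). Lists that passed numbered 0 with an estimated correlation, 0 with fry, 2 with fry in mixed direction and 11 to 16 without 1 animal. Of Table 4, 0 to 5 factors passed over the table alone and 3 to 7 at the paper's thresholds without 1 animal. The RIF1 correlation was 0.253 on the linear scale and 0.450 to 0.625 without 1 animal, and that of RIF2 0.748 and 0.762 to 0.830. The concordance coefficient was 0.903 with a pseudocount of 1 and 0.792 to 0.995 without 1 animal. The cause of these changes was not tested. Alternatives on read counts that had been set beforehand (DESeq2, the edgeR exact and robust tests, TMM and RLE factors, filterByExpr) were not run, and limma voom was the only test run on the recovered reads. The read totals that voom used leave out the genes without whole reads. No paired analysis was possible because the 2 groups share no replicate numbers. Recovered exon reads of 8852956 to 15327763 per animal limit genes near 0.5 RPKM most.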

Differences from the paper's values

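The test with limma voom was chosen after the result was seen. The paper's test took exon reads, and the IBxDU means of S2 Table fit 6 animals, whereas the counts here come from limma on RPKM with 5 IBxDU animals, which limits the comparison. Counts are taken to differ when one is more than 1.5 times the other. At its own thresholds the paper counts 95 genes higher in IB, against 62 here. Of the alternatives set before the data were examined, this does not differ with no filter (83), upper quartile scaling (127), median-of-ratios scaling (138) and without IB-345 (69), IB-503 (67), IBxDU-402 (91) or IBxDU-412 (131), and differs under the rest. With limma voom on the recovered reads, chosen after seeing the values, it is 80, which does not differ, and 38 of the paper's 95 genes do not pass. The p-values and folds that the authors deposited give 193 genes higher in IB and 211 higher in IBxDU at these thresholds over the 11875 genes, 145 of the 149 genes of S2 Table among them. The paper counts 54 genes higher in IBxDU, against 117 here, which does not differ with upper quartile scaling (70), median-of-ratios scaling (64) and without IBxDU-429 (53), and differs under the rest, as with limma voom, chosen after seeing the values (107, with 30 of the paper's 54 genes not passing). Of Table 4 the paper counts 7 differing factors, against 4 here, which does not differ with either scaling (5 and 5) or without IB-323 (6), IB-330 (5), IB-345 (6), IB-503 (5), IBxDU-402 (5) or IBxDU-412 (7).

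The paper's 79 (in units of 1e+06) counts sequence reads per sample, and the 11.6 here, in the same unit, counts exon reads recovered from RPKM, so they count different things, and no alternative was run for it. The 11.6 also leaves out 56 genes without whole reads and is too low as a count of exon reads.

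Of 38 folds of group means compared with S2 Table and S3 Table, 26 do not differ and 12 do, where folds are taken to differ when they lie on opposite sides of 1 or their log2 values are apart by more than 1 SE of the log2 fold change under the same alternative. Genes that vary widely between animals are thus allowed a wider gap, and an equal fold can change sides through its SE. The folds here too rest on 5 IBxDU animals. Those that differ under every alternative are SLC2A4 ENSSSCG00000017933 (the paper's 2.2 against 1.72) and ENSSSCG00000023915 (2.1 against 1.64), MYH10 (5.08 in S2 Table and 7.02 in S3 Table against 2.85), DNAJA1 (5.19 and 7.4 against 2.15) and PRSS36, named PRSS8 by the paper (3.69 against 1.25). ELOVL6 is 1.04 in the paper's S3 Table and 2.4 here, not differing without IBxDU-402 (1.06). EPHX1 is 2.33 in the paper and 1.76 here, not differing with upper quartile (1.91) and median-of-ratios scaling (1.95) or without IBxDU-402 (2.04) or IBxDU-412 (2.13). CCL2 is 3.43 in the paper and 2.46 here, not differing with no filter (2.46) or without IB-323 (2.57), IB-330 (2.88), IB-503 (2.79), IBxDU-402 (2.41), IBxDU-412 (2.84), IBxDU-427 (2.58) or IBxDU-429 (2.56). HSPH1 is 4.53 in the paper and 2.9 here, not differing without IB-503 (3.45) or IBxDU-402 (3.34). HSPA4L is 2.77 in the paper's S2 Table, which does not differ, and 3.4 in its S3 Table against 2.48 here, not differing without IB-323 (3.19), IB-330 (2.78), IBxDU-412 (2.59) or IBxDU-427 (2.71). Each differs under the other alternatives.

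S3 Table gives SCD a fold of 2.07 and ELOVL6 a fold of 1.04, while the authors' deposited table holds 1.043 for SCD and 2.066 for ELOVL6. Against the deposited folds neither gene differs (1.23 and 2.4 here), so ELOVL6 is among the 12 only by the value that S3 Table prints. The paper places SLC4A2 among genes higher in IB, and elsewhere writes SLC4A2/GLUT4. Both identifiers of SLC2A4, which encodes GLUT4, were higher in IB here (log2 fold change -0.76 and -0.66), whereas SLC4A2, which is not in S2 Table, was 5.16 RPKM in IB and 6.17 RPKM in IBxDU (log2 fold change 0.26, adjusted p = 0.720 from limma) and 1.118 in the authors' deposited table. Of the 149 genes of S2 Table, 149 had the same direction here, 74 passed the paper's thresholds (50 of 95 higher in IB, 24 of 54 higher in IBxDU) and 2 passed limma's test at an adjusted p under 0.05. S2 Table lists only genes past the paper's thresholds, called on largely the same animals. Like directions were therefore likely beforehand and are not independent evidence.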

Other observations

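The tests on S2 Table and on the RPL14 copies were chosen after the values were seen, and the splits of the animals were set with the lists. In the 11 animals, those with higher adipocyte markers had higher cell cycle genes (r = 0.85, permutation p = 0.00033, adjusted over 3 relations 0.00099, and 0.83 without IB-323 and IBxDU-402) and higher connective tissue genes (r = 0.78, permutation p = 0.00371, adjusted 0.00556, and 0.78 without these animals). Within IB the first was 0.99 and within IBxDU 0.72, and the second 0.75 and 0.98. The relation of adipocyte to slow fibre genes was -0.57 (permutation p = 0.0655). These 3 relations were not among the tests set beforehand, and the adjustment does not cover other pairs of lists. In loadings on the first principal component, the adipocyte, cell cycle and connective tissue lists lay at percentile 100.00 of random lists. The slow fibre list lay at 0.00, so these lists were already at the ends of 1 component. On the first principal component IB averaged -3.1 (SD 34.6) and IBxDU 3.7 (SD 43.5), exact permutation p = 0.779.

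Of the 462 ways to divide the animals into 6 and 5, 100 were taken, the genetic types among them. The genetic types are included in each number of divisions that follows. Of the 100, 4 gave as many genes past limma's adjusted threshold as the genetic types (2). One of them, with IB-323, IB-330, IB-345, IBxDU-402 and IBxDU-412 as the smaller group, gave 1450, so a structure of the samples other than genetic type is larger. These 5 animals have the lowest label numbers of both types together. They also lay highest on the first principal component (-3.7 to 70.2, against -47.1 to -7 in the others). Litter, batch and date per animal are not given, so what the label numbers follow was not tested. At the paper's thresholds 19 of 100 gave as many as 179, up to 1631, for the lists 8 gave as many as 14, up to 18, and for Table 4 factors 8 gave as many as 4, up to 9, so these 3 counts alone could also come from dividing the animals at random.

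The IB means of S2 Table times 6 equal the recovered reads in 149 of 149 genes, to within the rounding of the printed means (at most 0.3 reads). Its IBxDU means fit 5 animals in 0 of 149, and 6 times the mean less the 5 animals leaves whole reads of at least 0 in 149, consistent with a further animal in those means. That animal would hold the highest reads of 6 in 32 of the 54 genes listed as higher in IBxDU, where 9 would be expected by chance if the genes did not vary together, against 12 of 95 listed as higher in IB. It would hold 81.7% of the reads of PRSS36, 78.17% of DNAJA1 and 69.9% of MYH10. All 54 were higher in IBxDU in the 11 animals and 24 passed the paper's thresholds, which does not tell a difference between the genetic types from the share of that animal.

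The sum of both RPL14 copies differed by 0.11 in log2 (SE 0.11, exact permutation p = 0.372), consistent with reads that the copies share. The ortholog held 25.0 to 27.3% of the sum in IB and 49.1 to 69.5% in IBxDU. Whether the Duroc and Iberian alleles differ in sequence, which could move reads between copies, was not settled by this 49.1%.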
